# Location bias contributes to functionally selective responses of biased CXCR3 agonists

**DOI:** 10.1038/s41467-022-33569-2

**Published:** 2022-10-04

**Authors:** Dylan Scott Eiger, Noelia Boldizsar, Christopher Cole Honeycutt, Julia Gardner, Stephen Kirchner, Chloe Hicks, Issac Choi, Uyen Pham, Kevin Zheng, Anmol Warman, Jeffrey S. Smith, Jennifer Y. Zhang, Sudarshan Rajagopal

**Keywords:** G protein-coupled receptors, Fluorescent proteins, Chemokines, Cell signalling, Endosomes

## Abstract

Some G protein-coupled receptor (GPCR) ligands act as “biased agonists” that preferentially activate specific signaling transducers over others. Although GPCRs are primarily found at the plasma membrane, GPCRs can traffic to and signal from many subcellular compartments. Here, we determine that differential subcellular signaling contributes to the biased signaling generated by three endogenous ligands of the GPCR CXC chemokine receptor 3 (CXCR3). The signaling profile of CXCR3 changes as it traffics from the plasma membrane to endosomes in a ligand-specific manner. Endosomal signaling is critical for biased activation of G proteins, β-arrestins, and extracellular-signal-regulated kinase (ERK). In CD8 + T cells, the chemokines promote unique transcriptional responses predicted to regulate inflammatory pathways. In a mouse model of contact hypersensitivity, β-arrestin-biased CXCR3-mediated inflammation is dependent on receptor internalization. Our work demonstrates that differential subcellular signaling is critical to the overall biased response observed at CXCR3, which has important implications for drugs targeting chemokine receptors and other GPCRs.

## Abstract (web summary)

Subcellular signaling is critical to generating cellular responses that modulate inflammatory pathways at the chemokine receptor CXCR3. Eiger et al. determine that agonist-biased CXCR3 signaling at endosomes differs from that at the plasma membrane, proposing location bias as an important phenomenon in signal transduction.

## Introduction

G Protein-Coupled Receptors (GPCRs) are the largest superfamily of membrane proteins, accounting for about 5% of all genes encoded in the human genome^1^, and are the target of approximately 35% of all Food and Drug Administration-approved drugs^2^. GPCR signaling is mediated by effectors including G proteins, GPCR kinases (GRKs), and β-arrestins, which modulate the activity of a variety of signaling pathways, like those mediated by cyclic adenosine monophosphate (cAMP), extracellular-signal-regulated kinase (ERK), and protein kinase A (PKA)^3^. GPCR signaling is implicated in a wide range of normal physiologic processes^4^, and the dysregulation of GPCRs is associated with various pathologies^5^. Ligand:receptor interactions at GPCRs can preferentially activate certain signaling pathways over others in a ligand-, receptor- or cell-dependent manner, a phenomenon referred to as “biased agonism” or “functional selectivity”^6^. There is a desire to develop *biased agonists* that selectively activate some signaling pathways over others to generate beneficial physiologic responses while reducing off-target effects. However, the molecular mechanisms underlying biased signaling remain unclear.

Adding to this complexity has been the realization that GPCRs can signal from subcellular compartments with altered signaling profiles, resulting in ‘location bias’ as an additional mechanism of signaling specificity^7–11^. GPCRs can undergo receptor-mediated endocytosis and be recycled back to the plasma membrane, targeted to lysosomes for degradation, or trafficked to specific subcellular locations^12^. It was previously thought that GPCR internalization abolished signaling by limiting the membrane-accessible GPCR pool or via receptor degradation^13^. However, it was later appreciated that GPCRs can activate G protein- and β-arrestin-mediated signaling pathways from both the plasma membrane and endosomes^14–16^, and other subcellular compartments, like the Golgi apparatus^17^ and endoplasmic reticulum (ER)^18^. Internalized GPCR signaling is an enticing therapeutic target with potential to broaden our ability to manipulate GPCR-mediated physiological processes and disease states^19–21^. However, it is unclear to what extent subcellular signaling contributes to the overall biased signaling exhibited by GPCRs.

The physiologic significance of location bias is difficult to determine as most biased agonists are synthetic ligands. However, chemokine receptors (CKRs) represent a subfamily of GPCRs consisting of approximately 20 receptors and 50 endogenous ligands that interact to regulate many cellular functions like chemotaxis, angiogenesis, and neuromodulation^22^. CKRs are promiscuous in that some receptors bind multiple ligands, and some ligands bind multiple receptors. For example, CXCR3 is a CKR with three endogenous ligands, CXCL9, CXCL10, and CXCL11, and is expressed primarily on effector T cells^23–25^. CXCR3 signaling, like many other CKRs, is primarily mediated by both Gαi- and β-arrestin-dependent pathways^26^. Previous work has shown that CXCL11 is relatively β-arrestin biased compared to CXCL9 and CXCL10, and each chemokine demonstrates distinct abilities to promote receptor-mediated endocytosis^25–27^.

With its biased signaling and internalization and central role in regulating T cell biology, we studied CXCR3 and its endogenous ligands to determine how ligand bias extends beyond the plasma membrane to the endosome, with implications for sustained, differential signaling at specific subcellular compartments. We demonstrate that the CXCR3 ligands activate G proteins and β-arrestins differently at the endosome compared to the plasma membrane. Furthermore, downstream signaling responses, like kinase activation and cellular transcription, are differentially regulated by the endogenous ligands in a manner dependent on receptor internalization. We determine that the chemokines differentially modulate transcriptional pathways related to inflammation in primary CD8 + T cells, and demonstrate that internalization is required to fully potentiate the inflammatory response in a mouse model of contact hypersensitivity. We demonstrate how biased GPCR signaling can change as the receptor traffics to a subcellular compartment with important physiological effects, and also highlight how a significant proportion of GPCR functional selectivity is dependent on sustained signaling following receptor internalization.

## Results

### Chemokines promote different amounts of β-arrestin-dependent CXCR3 internalization

We first determined if the biased chemokines of CXCR3 promoted different amounts of receptor-mediated internalization in HEK293 cells. Using bioluminescence resonance energy transfer (BRET), we monitored a luciferase-tagged CXCR3 as it traffics to endosomes with an FYVE domain-tagged mVenus, or away from the plasma membrane using a Myrpalm-tagged mVenus. Consistent with previous studies, the chemokines promoted different degrees of receptor-mediated endocytosis with CXCL11 being the most efficacious ligand (Fig. 1a)^25,28^. β-arrestins are known to interact with a variety of effector proteins, including those involved in endocytosis^29–33^. To determine the role β-arrestins play in receptor internalization at CXCR3, we studied CXCR3 internalization in β-arrestin 1/2 CRISPR KO cells^34,35^. Internalization was abrogated in the absence of β-arrestin 1 and 2 and reintroduction of β-arrestin 1 and/or β-arrestin 2 rescued CXCR3 internalization following stimulation with CXCL10 and CXCL11, but not CXCL9 (Fig. 1b). Using confocal microscopy, we similarly observed an increase in receptor internalization upon rescue with β-arrestin 1 or β-arrestin 2 following stimulation with CXCL10 and CXCL11 (Fig. 1c). Together, these data demonstrate that the CXCL10 and CXCL11 promote CXCR3 internalization in a β-arrestin-dependent manner.

**Fig. 1:**
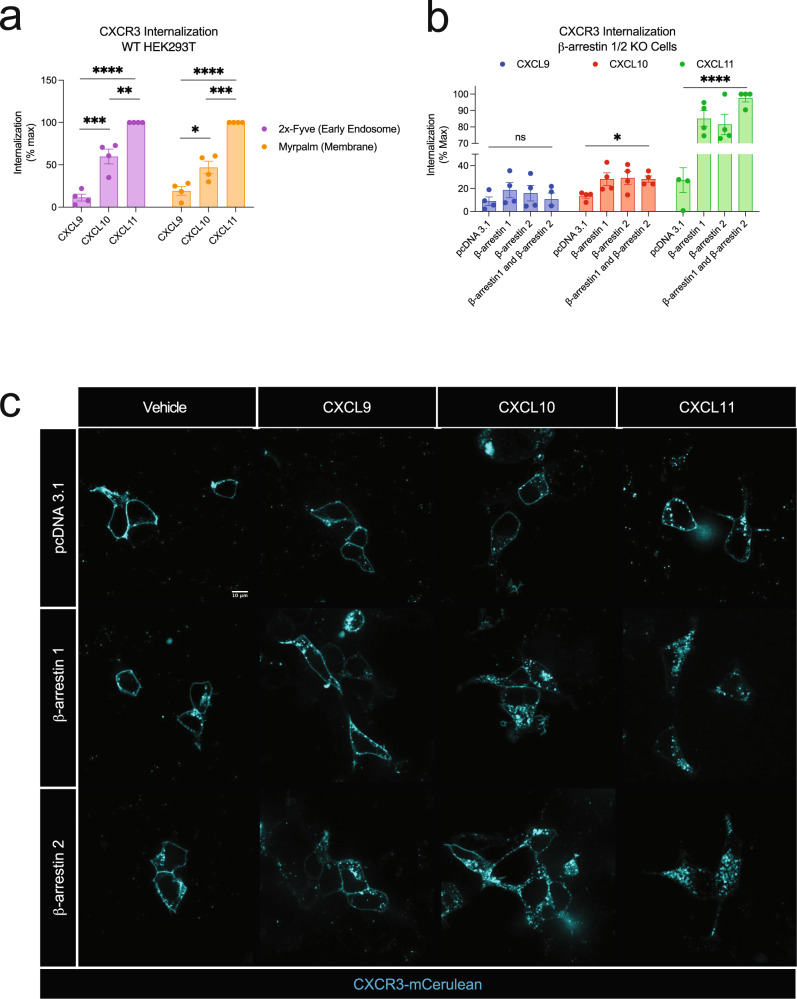
CXCR3 receptor-mediated internalization is differentially regulated by biased chemokines and dependent on β-arrestin. **a** CXCR3 trafficking to early endosomes using the BRET acceptor 2x-Fyve-mVenus or away from the plasma membrane using Myrpalm-mVenus in HEK293 cells. **b** CXCR3 trafficking away from the plasma membrane using Myrpalm-mVenus in β-arrestin 1/2 knock out cells following transfection of an empty vector (pcDNA 3.1), β-arrestin 1, β-arrestin 2, or both β-arrestin 1 and β-arrestin 2. Data are normalized to maximum signal measured between 25- and 30-min following 100 nM chemokine treatment and are the mean ± SEM, *n* = 4 independent plate-based experiments. ns *P* ≥ 0.05, * *P* = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001, ****P < 0.0001 by one-way or two-way ANOVA. For **a**, Tukey**’**s post-hoc testing was conducted between ligands within each BRET acceptor and for **b** Dunnet**’**s post-hoc testing was conducted between pcDNA 3.1 and every other transfection condition within a ligand. **c** Confocal microscopy images of β-arrestin 1/2 knock out cells transfected with CXCR3-mCerulean and either pcDNA 3.1, β-arrestin 1, or β-arrestin 2 following the listed treatment at 100 nM for 45 min. Images are representative of three independent replicates.

### Biased G protein activation depends on receptor location

To determine how CXCR3 activates G proteins at the plasma membrane and endosomes, we used a location-specific BRET biosensor to detect GTP-bound Gαi as a measure of G protein activation^36,37^ (Fig. 2a, b). Importantly, the endosomal and membrane BRET biosensors were expressed at similar levels (Supplementary Fig. 1a). At the plasma membrane, CXCL11 promoted the most G protein activation followed by CXCL10 and lastly CXCL9 (Fig. 2c), consistent with previous reports^26,38^. All CXCR3 endogenous ligands promoted G protein activation at the endosome (Fig. 2d). The amount of G protein activation was different than that observed at the plasma membrane; specifically, CXCL10 and CXCL11 had nearly identical G protein activation at the endosome but different amounts at the plasma membrane. Furthermore, CXCL11-induced G protein activation decreased in the endosome compared to the plasma membrane, while those of CXCL9 and CXCL10 did not change (Fig. 2e–g), demonstrating that the impact of receptor location on G protein signaling is ligand-specific.

**Fig. 2:**
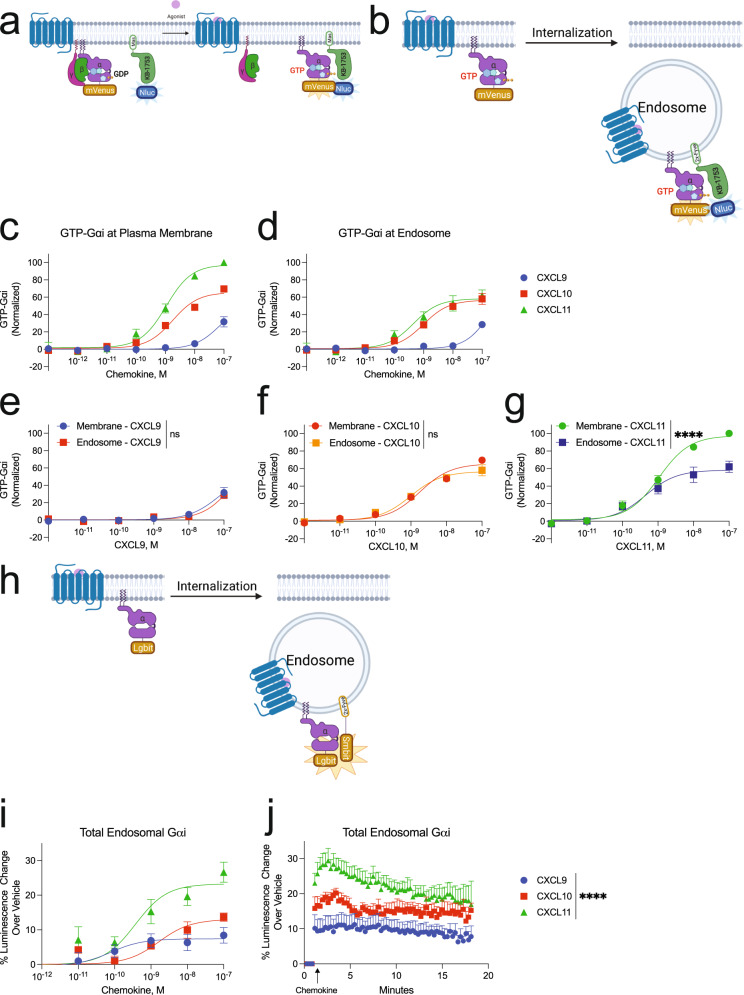
CXCR3 G protein signaling changes as the receptor traffics away from the plasma membrane to the endosome. Schematic representation of the location-specific BRET-based GTP-Gαi sensor. Following G protein activation, the GTP-bound Gαi-mVenus will interact with the peptide KB-1753-NLuc, which selectively binds GTP-bound Gαi 1-3, to produce a BRET signal. The peptide is localized to **a** plasma membrane or the **b** endosome. Agonist dose-dependent formation of GTP-Gαi at the **c** plasma membrane as measured at 5 min or **d** endosome in HEK293 cells as measured at 15 min. Data for each ligand at the plasma membrane and endosome are presented according to ligand identity. Data for figures **c–g** are normalized to CXCL11-induced GTP-Gαi at the plasma membrane. **h** Schematic representation of the split nanoluciferase assay detecting total endosomal Gαi irrespective of Gαi nucleotide status. **i** Agonist dose-dependent Gαi-LgBit recruitment measured between 3 and 5 min. **j** Kinetic data of Gαi-LgBit recruitment to endosomes tagged with 2xFyve-SmBit following 100 nM chemokine treatment. Data are the mean ± SEM, *n* = 3 independent plate-based experiments for **c–g** and *n* = 6 independent plate-based experiments for **I**, **j**, ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001 to 0.001, ****P < 0.0001 denotes statistically significant differences between *E*_max_ of ligands or area under the curve (AUC). Extra sum of squares F test was used for **e–g** and one-way ANOVA followed by Tukey’s multiple comparison’s test for **j**. See also Supplementary Fig 1.

Gαi family members are myristoylated, which localizes these proteins to the plasma membrane^39^. We then tested if the relative change in endosomal G protein activation could be explained by different amounts of *total* G protein present in the endosomes. To do this, we developed a split nanoluciferase assay to determine the *absolute* amount of Gαi present in endosomes, irrespective of Gαi nucleotide status (Fig. 2h). We found that Gαi rapidly translocated to the endosome following stimulation with the CXCR3 ligands, and the total amount of endosomal G protein mirrored a chemokine’s ability to induce receptor internalization (Fig. 2i, j). Therefore, although similar amounts of endosomal G protein activation were observed following treatment with CXCL10 and CXCL11, when considering the absolute amount of endosomal G protein, CXCL11 promoted relatively *less* G protein activation than CXCL10. We further normalized these data by the total amount of receptor present in the endosome and similarly found that CXCL9 and CXCL10 are relatively more efficacious at promoting endosomal G protein activation than CXCL11 (Supplementary Fig. 1b). These data demonstrate ligand and location bias in G protein activation, with different levels of G protein activation at the plasma membrane compared to the endosome depending on the agonist.

### CXCR3-mediated cAMP inhibition is partially dependent on receptor internalization

We next studied the effect of inhibiting endocytosis on the intracellular accumulation of cAMP. While Gαs family members activate adenylyl cyclase (AC) to produce cAMP, Gαi family members inhibit AC. We utilized an exchange protein activated by cAMP (EPAC)-based BRET biosensor for cAMP that is ubiquitously expressed in cells^40^ (Fig. 3a). Prior to activation of the endogenous Gαs-coupled β2-adrenergic receptor (β2AR), HEK293 cells were preincubated with the CXCR3 ligands, allowing us to measure Gαi activity (Fig. 3a). To inhibit receptor-mediated internalization, we overexpressed a dominant-negative mutant of the GTPase Dynamin (Dynamin K44A), which is required for release of clathrin-coated vesicles from the plasma membrane^41^. Using confocal microscopy, we confirmed that Dynamin K44A inhibited the translocation of membrane-bound CXCR3-GFP:β-arrestin 2-RFP complexes into endosomes (Supplementary Fig. 2a).

**Fig. 3:**
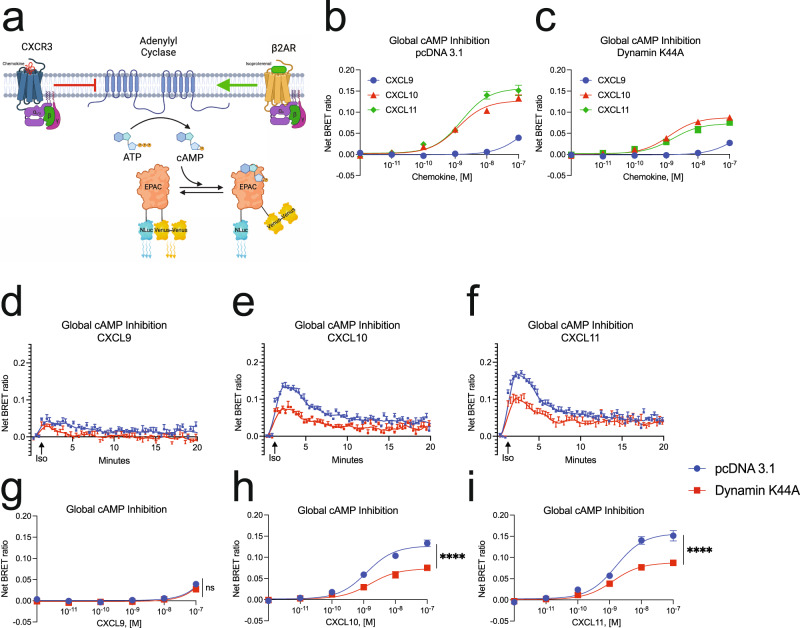
Maximal Gαi mediated cAMP inhibition at CXCR3 is dependent on receptor endocytosis. **a** Schematic representation of the cAMP sensor experimental design^40^. Agonist dose-dependent inhibition of isoproterenol-induced cAMP production by the chemokines in HEK293 cells with concurrent transfection of **b** pcDNA 3.1 or **c** Dynamin K44A inhibits internalization as measured between 3- and 5-min following addition of 1 µM isoproterenol. **d–f** Kinetic data of 100 nM treated cells and **g–i** agonist dose-dependent of cAMP inhibition levels in HEK293 cells treated with CXCL9, CXCL10, and CXCL11, respectively. Data for **g–i** are measured between 3- and 5- min following addition of isoproterenol. Data for **b–i** are the mean ± SEM, *n* = 5 independent plate-based experiments. ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001, ****P < 0.0001 denotes statistically significant differences between *E*_max_ for dose–response data of pcDNA 3.1 versus Dynamin K44A transfection conditions at each ligand. Extra sum of squares *F* test was used for **g–i**. See Supplementary Fig. 2 for similar data on nuclear cAMP.

Chemokine inhibition of cAMP production mirrored Gαi nucleotide exchange, where CXCL11 and CXCL10 are significantly more potent and efficacious agonists than CXCL9 (Fig. 3b). Expression of Dynamin K44A reduced inhibition of cAMP production following stimulation with CXCL10 and CXCL11, but not CXCL9, reflecting a biased decrease in Gαi-coupled activity (Fig. 3c). However, this result may be due to the low G protein signal generated by CXCL9, and all chemokines may demonstrate reduced inhibition of cAMP production at higher and supraphysiologic levels of chemokine. CXCL10 and CXCL11 both demonstrated a ~40% decrease in cAMP inhibition when receptor internalization was inhibited, even though the chemokines were able to promote different amounts of total receptor internalization (Fig. 3d–i). This conclusion is dependent on there being a significant difference in normalized cAMP inhibition by CXCL10 and CXCL11. Given that this assay directly measures inhibition of cAMP production, which is an amplified response of Gαi activity, detecting real differences between high efficacy agonists is difficult. However, these data demonstrate that both CXCL10 and CXCL11 require receptor internalization to achieve maximal inhibition of cAMP production.

cAMP gradients can exist in micro or nanodomains within the cell, and endosomal cAMP production can be critical for nuclear translocation of effectors like PKA^42–44^. Using an EPAC BRET biosensor localized to the nucleus, we found that the pattern of cAMP inhibition was nearly identical to that measured globally (Supplementary Fig. 2b–j). These data demonstrate that receptor internalization is critical to the regulation of second messengers across subcellular compartments.

### Chemokines promote differential and location-dependent β-arrestin 2 recruitment and conformation

We next determined if the location-dependent functional selectivity observed in G protein signaling extended to β-arrestins. Consistent with previous studies, CXCL11 induced the most β-arrestin 2 recruitment to the plasma membrane, followed by CXCL10 and CXCL9 (Fig. 4a, b)^26^. While CXCL11 promoted robust and sustained β-arrestin 2 recruitment to endosomes, CXCL10 only weakly and transiently recruited β-arrestin 2, while CXCL9 showed no detectable endosomal recruitment (Fig. 4c, d). GPCR affinity for β-arrestins can be classified as “Class A” GPCRs, which form transient complexes with β-arrestins, while “Class B” GPCRs form tight and long-lived complexes with β-arrestins^45,46^. CXCL9 and CXCL10 promote CXCR3 to behave like a “Class A” GPCR while CXCL11 promotes “Class B” behavior, a phenomenon previously described at other GPCRs^47^.

**Fig. 4:**
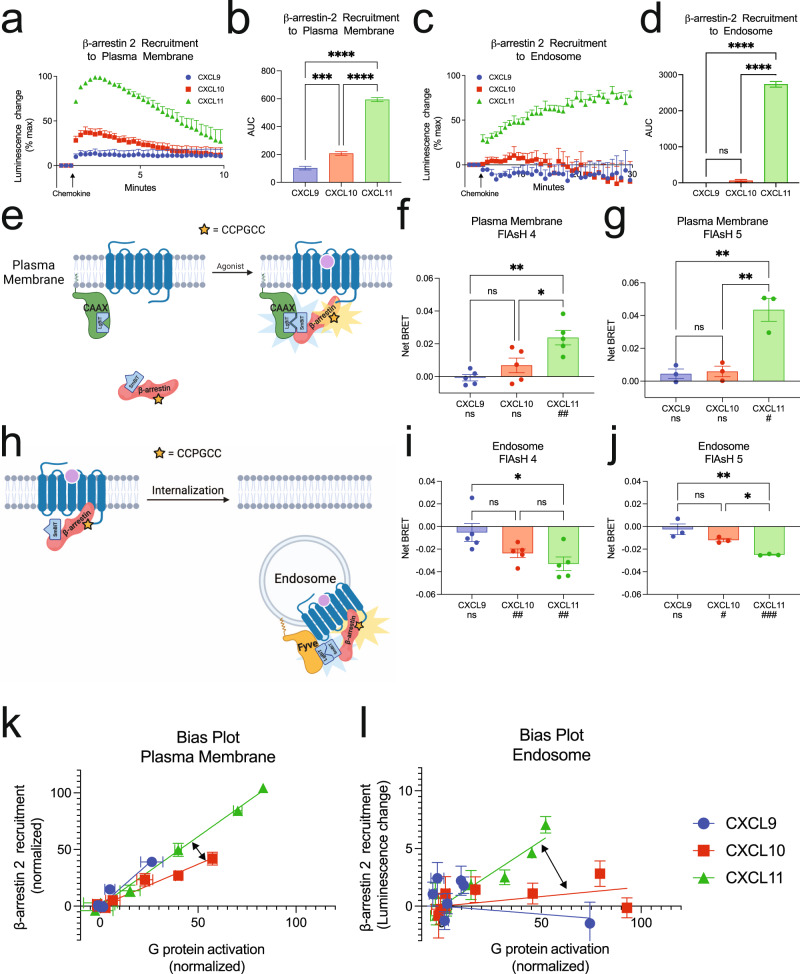
CXCR3 demonstrates biased β-arrestin 2 recruitment and conformation between chemokine agonists at the plasma membrane and endosome. Kinetic data and quantification of AUC β-arrestin-2 recruitment to the **a** and **b** plasma membrane or **c** and **d** endosome following 100 nM chemokine stimulation of CXCR3. Figures showing AUC (**b** and **d**) display the mean and SEM of the raw kinetic data presented in the preceding panels (**a** and **c**), respectively. **e** Schematic of complex FlAsH assay to detect β-arrestin 2 conformation. Cells express LgBit-CAAX and a modified SmBit-β-arrestin 2 complex FlAsH construct. Upon complex FlAsH recruitment to the plasma membrane, complementation between the LgBit and SmBit creates a functional nanoluciferase protein which can undergo BRET with the intramolecular tetracysteine motif. **f** and **g** Complex FlAsH 4 and 5 plasma membrane BRET data for CXCR3 treated with 100 nM chemokines as measured between 3- and 5-min following stimulation. **h** Schematic of complex FlAsH assay, similar to Fig. 4e, to detect β-arrestin 2 conformation at the endosome, using 2x-Fyve-LgBit. **i** and **j** Complex FlAsH 4 and 5 endosomal BRET data for CXCR3 treated with 100 nM chemokines as measured between 15- and 20- min following stimulation. **k** and **l** Bias plots demonstrating relative G protein activation and β-arrestin 2 recruitment at the plasma membrane and endosome across the chemokines. Arrows highlight the change in best fit lines between CXCL10 and CXCL11. For β-arrestin 2 recruitment assays, data are the mean ± SEM, *n* = 4 independent plate-based experiments. ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001 to 0.001, ****P < 0.0001 denotes statistically significant differences between AUC between different chemokines. One-way ANOVA followed by Tukey’s multiple comparison’s test was used for **b** and **d**. For complex FlAsH assays (**f**, **g**, and **I**, **j**), data are the mean ± SEM, *n* = 3 independent plate-based experiments for experiments using complex FlAsH 5, and *n* = 5 independent plate-based experiments for experiments using complex FlAsH 4. ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001 to 0.001, **** *P* < 0.0001 by one-way ANOVA with Tukey’s post-hoc testing conducted between ligands within each FlAsH construct. ns *P* ≥ 0.05, ^#^*P =* 0.01–0.05, ^##^*P =* 0.001–0.01, ^##^*P =* 0.0001–0.001, ^####^*P* < 0.0001 by a one-sample *t*-test is listed beneath each chemokine to determine if the Net BRET value was non-zero. See also Supplementary Fig. 3.

Recent research demonstrated that distinct conformations of β-arrestin mediate specific signaling events like GPCR desensitization, internalization, and effector scaffolding^48–51^. We developed an assay to quantify β-arrestin 2 conformation at specific cellular locations based on a previously described intramolecular fluorescent arsenical hairpin (FlAsH) BRET assay^52^. This modified “complex FlAsH” assay takes advantage of a split nanoluciferase-coupled with FlAsH BRET (Fig. 4e, h), and provides a readout of β-arrestin 2 conformation at specific subcellular locations. We assessed the conformational status of β-arrestin 2 using two previously validated FlAsH constructs, FlAsH 4 and FlAsH 5, which demonstrate preserved β-arrestin recruitment to GPCRs^52^. β-arrestin activation is associated with a ~20° rotation between its N- and C-domains^53^. Given the common location of the BRET acceptor on the β-arrestin 2 C-domain in the FlAsH 4 and FlAsH 5 constructs, these sensors serve as readouts of β-arrestin interdomain twist^54^. We found that the biased ligands of CXCR3 display markedly distinct patterns of FlAsH conformational signatures at both the plasma membrane and the endosome, suggesting that bias in β-arrestin 2 conformation is different at specific subcellular locations (Fig. 4f–g and i–j). While CXCL9 and CXCL10 recruited β-arrestin 2 to the plasma membrane, both chemokines did not induce significant change in β-arrestin 2 conformation at this location. CXCL11-induced distinct FlAsH signatures from CXCL9 and CXCL10 at the plasma membrane (Fig. 4f–g). At the endosome, CXCL10 and CXCL11 induced significant but different changes in β-arrestin 2 conformation while CXCL9 demonstrated no change in conformation, consistent with its inability to recruit β-arrestin 2 to endosomes (Fig. 4i–j). While the β-arrestin 2 conformation demonstrated an increase in BRET signal at the plasma membrane, we observed a decrease in BRET signal at the endosome, which could be due to differences in β-arrestin 2 conformation at the endosome compared to the plasma membrane and/or a change in orientation between β-arrestin 2 and the different location markers. Not only do the chemokines differentially recruit β-arrestin 2 to the plasma membrane and the endosome, but the conformation of β-arrestin 2 is uniquely dependent on both agonist and location, consistent with location bias in β-arrestin activity between agonists.

### Biased signaling profiles of the chemokines changes as the receptor traffics to endosomes

Biased agonism at GPCRs is commonly assessed in terms of the relative activation between G proteins and β-arrestins, and we summarized the above findings using bias plots (Fig. 4k, l)^55,56^. Bias plots allow for simultaneous assessment of relative activity between two assays, and the best fit lines obtained for each chemokine can assess relative bias across the ligands.

Measurements in G protein activation/recruitment and β-arrestin recruitment at different locations are potentially impacted by the biosensor used to detect these events. For example, the absolute change in BRET signal of CXCL11 mediated G protein activation at the plasma membrane and endosome is different, but it is possible that this difference is due to using two different location-specific biosensors, rather than amounts of activated G protein. However, we did not observe such a difference in CXCL10 mediated G protein activation at these two locations. Calculating and comparing the difference of differences (differences between chemokines and locations), removes any potential contribution that the location-specific biosensors may have to detect cellular events (Fig. 4k–l). In the bias plots, we highlight these difference of differences as relative changes in bias, rather than absolute changes in bias. Specifically, the slopes of the bias plots show a different rank order for the three ligands at the plasma membrane versus the endosome. This analysis, which avoids direct comparison of biosensors in different compartments, demonstrates that biosensor location-specific effects cannot account for the observed signaling biases.

At the plasma membrane, we observed that CXCL11 is slightly β-arrestin-biased compared to CXCL10. CXCL9 demonstrated a similar profile to CXCL11, but with partial agonist activity. At the endosome, CXCL11 demonstrated a relative decrease in G protein activation while still effectively coupling to β-arrestin. Conversely, CXCL9 and CXCL10 demonstrated a significant increase in relative G protein activation and simultaneous decrease in coupling to β-arrestin. Together, the relative β-arrestin-biased nature of CXCL11 and the G protein-biased nature of CXCL10 at the plasma membrane was increased in the endosome. CXCL9 acts as a partial, relatively β-arrestin-biased agonist at the plasma membrane, but it becomes significantly more G protein-biased in the endosome (Supplementary Fig. 3). Bias plots do not highlight the absolute amount of signaling across ligands. For example, although CXCL11 is β-arrestin-biased at the endosome, while CXCL9 is G protein-biased at the endosome, CXCL11 activates more absolute amounts of G protein in the endosome than CXCL9. The relative bias between the two ligands is determined when considering both G protein and β-arrestin signaling together. Our analysis provides an assessment of biased signaling which considers the intrinsic efficacy and potency of one ligand to signal across multiple pathways in reference to another ligand.

### CXCR3 signaling from endosomes differentially contributes to cytoplasmic and nuclear ERK activation

We next investigated the activation of the mitogen-activated protein kinase (MAPK) pathway through ERK 1/2 phosphorylation (pERK), a common GPCR signaling pathway^35,57^. Using Western blotting of pERK from whole cell lysates, we observed significant increases in pERK by CXCL10 and CXCL11, and relatively less activation by CXCL9 at 5 min (Fig. 5a). Upon expression of Dynamin K44A, CXCL9-induced pERK was unchanged, while CXCL10 and CXCL11 demonstrated reduced pERK levels; however, this effect was not statistically significant (Fig. 5b). Similar findings across the chemokines were observed at 30 min, and pERK levels declined back to baseline at 60 min (Supplementary Fig. 4a).

**Fig. 5:**
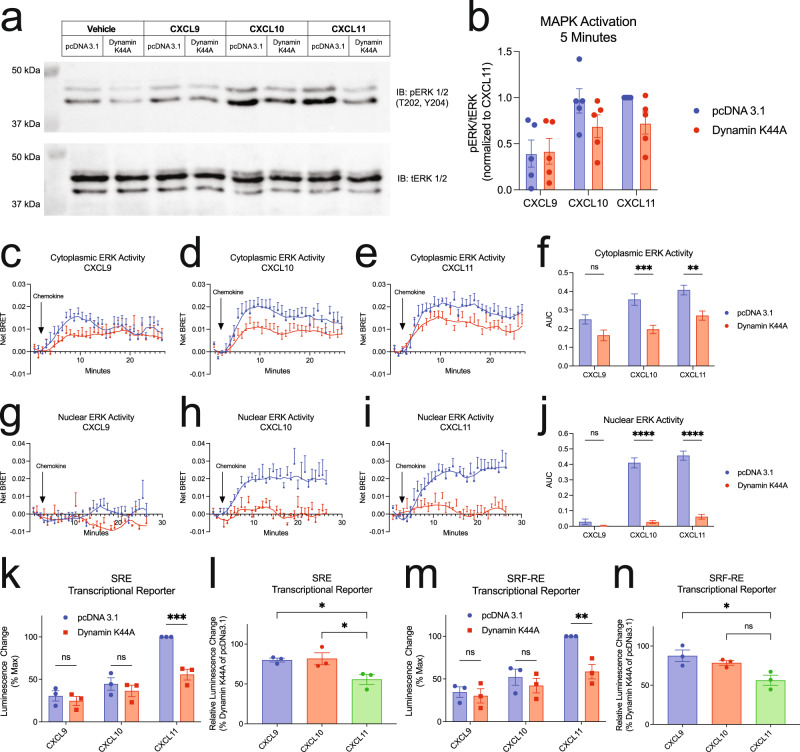
CXCR3 internalization is required for biased cytoplasmic and nuclear ERK1/2 activation and cellular transcription. **a** Representative western blot and **b** quantification of ERK1/2 phosphorylation following 5 min of stimulation with vehicle control or 100 nM chemokine with transfection of pcDNA 3.1 or Dynamin K44A. Data are the mean ± SEM, *n* = 5 independent experiments, and are normalized to CXCL11 and pcDNA 3.1. Kinetic data and quantification of AUC of ERK activity using the **c–f** cytoplasmic and **g–j** nuclear ERK BRET biosensors following 100 nM chemokine treatment with transfection of pcDNA 3.1 or Dynamin K44A. Data are the mean ± SEM, *n* = 7 independent plate-based experiments for cytoplasmic ERK sensor (**c–f**) and *n* = 4 independent plate-based experiments for nuclear ERK sensor (**g–j**). ns *P* ≥ .05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001, ****P < 0.0001 using a one-way ANOVA analysis with comparisons made between pcDNA 3.1 or Dynamin K44A within a ligand. Figures showing AUC (**f** and **j**) are representative of the raw kinetic data shown in the preceding Fig. 5**c**–**e** and **g**–**i**, respectively. Transcriptional activity of CXCR3-expressing HEK293 cells transfected with a (**k**) serum response element (SRE) or **m** serum response factor response element (SRF-RE) luciferase reporter and either pcDNA 3.1 or Dynamin K44A following 6-h stimulation with 100 nM chemokine. Percent of **l** SRE or **n** SRF-RE signal retained when overexpressing Dynamin K44A. For luciferase reporter assays, data are the mean ± SEM, *n* = 3 independent plate-based experiments (**k**–**n**). ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001 using a two-way ANOVA analysis with comparisons made between pcDNA 3.1 or Dynamin K44A within a ligand. A one-way ANOVA with Dunnet’s post-hoc testing was conducted for **l** and **n** comparing treatments to CXCL11. See also Supplementary Fig. 4. See source data for unprocessed immunoblots.

To more accurately assess ERK 1/2 activation in different subcellular locations, we generated a BRET-based biosensor of the previously developed extracellular signal-regulated kinase activity reporter (EKAR) biosensor which reports on ERK kinase activity^58^ (Supplementary Fig. 4b). This biosensor can be localized to the nucleus or cytoplasm to allow for detection of ERK activity in different subcellular compartments (Supplementary Fig. 4c, 4d). Consistent with our immunoblots, we observed biased activation of cytoplasmic ERK by the chemokines (Fig. 5c–e). Dynamin K44A partially abrogated cytoplasmic ERK activity at CXCL10 and CXCL11, as well as CXCL9, but not to a statistically significant extent (Fig. 5f). In contrast, we detected no measurable nuclear ERK activity with CXCL9 treatment, but substantial nuclear ERK activity with CXCL10 and CXCL11. Dynamin K44A expression led to near complete abrogation of nuclear ERK activity by both CXCL10 and CXCL11 (Fig. 5g–j). These findings suggest that CXCR3 internalization is necessary for activation of nuclear ERK, while CXCR3 internalization contributes to, but is not required for, cytoplasmic ERK activation. Furthermore, while CXCL9 promotes cytoplasmic ERK activity, it does not promote measurable nuclear ERK activation.

### Biased agonists are differentially dependent on internalization for transcriptional regulation

Previous studies have shown that certain transcriptional responses are dependent on sustained GPCR signaling from endosomes^9,59^. Notably, CXCL9, CXCL10, and CXCL11 have also previously been shown to differentially activate transcriptional reporters^26^. To determine the contribution of CXCR3 signaling from endosomes to the transcriptional response, we studied the chemokine-induced activation of two transcriptional reporters, the serum response element (SRE), which responds to ternary complex factor (TCF)-dependent MAPK/ERK signaling, and serum response factor response element (SRF-RE), which is a mutant form of SRE that responds to TCF-independent signaling pathways like RhoA^60^. Consistent with previous work, CXCL11 promoted the most transcriptional activity at both reporters, followed by CXCL10 and CXCL9 in HEK293 cells (Fig. 5k, m). Overexpression of Dynamin K44A significantly decreased CXCL11-mediated transcriptional activity, but had no significant effect on CXCL9- and CXCL10-mediated transcriptional activity. Inhibition of endocytosis led to a 50% decrease in CXCL11-induced transcriptional activation, which was significantly greater than that observed at CXCL9 and CXCL10 (Fig. 5l, n). Interestingly, although CXCL10 promoted nuclear ERK activation in an endocytosis-dependent manner, inhibition of endocytosis did not impact CXCL10 activation of SRE to the same extent as CXCL11. These data suggest that CXCL10 and CXCL11 regulate transcriptional activation of this promoter element through different mechanisms, where CXCL11 demonstrates greater relative dependence on receptor internalization. Importantly, inhibition of endocytosis significantly decreased the degree of bias observed between the chemokines, demonstrating the critical role internalization plays in GPCR functional selectivity.

### Chemokine-induced transcription in CD8 + T cells reveals differential activation of inflammatory pathways

CXCR3 is primarily found in blood, bone marrow, and lymphoid tissues, specifically on Th1-type CD4 + T cells and effector CD8 + T cells^23^. 

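CXCL9, CXCL10 and CXCL11 are interferon-induced ligands of CXCR3, a Gαi-coupled receptor of activated T cells. The data are RNA-Seq libraries of primary human CD8 + T cells, obtained by negative selection, in which CXCR3 was not overexpressed. Beads engaging CD3 and CD28 were present for 3 days, and the cells then rested for 3 days without beads. After 4 h of starvation, vehicle control or 100 nM of 1 chemokine was added for 2 h.

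Each of the 4 groups has 3 libraries, 12 in all. The methods state 2 biological replicates per condition, while the sample labels and Supplementary Fig. 5c–f give 3, and all 3 were used. The paper calls the replicates biological, but the sources do not say whether the libraries of a group came from separate cultures or donors. The p-values therefore measure the spread between these libraries, which may be technical. The deposited table gives the authors' read counts and FPKM (fragments scaled to gene length and library size) for 48162 genes in every library. Reads counted on genes ranged from 15899007 to 17541543 per library with vehicle control, from 14497769 to 17971205 with CXCL9, from 14380924 to 16338824 with CXCL10 and from 16909105 to 17924951 with CXCL11. Gene positions are those of the deposited table, and the genome build is not given in the sources used here.

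Differential expression was tested on the read counts with the quasi-likelihood F test of edgeR, in 1 model of the 4 group means with TMM (trimmed mean of M-values) normalization. The expression filter of edgeR left 15660 genes, and a gene with a Benjamini–Hochberg adjusted p under 0.05 is called a DEG. Levels are read counts scaled to library size (CPM, mean ± SD), and n is 3 libraries per group throughout. For pathways, 43 lists with 1377 genes were written from general knowledge before the data were examined, but after the gene labels in Supplementary Fig. 5i–k had been seen. Lists were also tested without the labelled genes. The paper labels genes that changed by over 0.4 log2 units in these same libraries. Leaving them out removes strong responders, so a call lost this way does not show that a list did not respond. The 40 lists with at least 5 tested genes were each compared with all other tested genes by camera of limma. The correlation between genes of a list was preset to 0.01, and p was adjusted over the lists of a comparison. Because genes of a pathway vary together, camera was also run with the correlation estimated from the libraries. These lists are not the MSigDB gene sets used in the paper. A gene can be on several lists, so calls of different lists are not independent.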

To study the biased transcriptional regulation at CXCR3 in a more physiologically relevant cell type, the transcriptional response of primary, activated, CD8 + human T-cells expressing endogenous amounts of CXCR3 stimulated with the chemokines was characterized by RNA Sequencing (RNA-Seq) (Supplementary Fig. 5a, 5b). 

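Transcripts of 855 of 15660 tested genes (5.46%) differed between the 4 groups, in edgeR's test of all group means at adjusted p under 0.05. PLCH1, which encodes a phospholipase C of the eta class, rose with each chemokine. Its log2 fold change was 1.56 with CXCL9 (SE 0.22, edgeR adjusted p = 2.73e-06), 1.33 with CXCL10 (SE 0.23, adjusted p = 9.61e-05) and 2.03 with CXCL11 (SE 0.21, adjusted p = 2.1e-10). CXCR3 itself (chromosome X, 70835766 to 70838367) was expressed at 266 ± 9.75 CPM with vehicle control, and no change of its transcript passed the test. The log2 fold changes of CXCR3 were 0.01 with CXCL9 (SE 0.043, edgeR adjusted p = 0.984), −0.003 with CXCL10 (SE 0.043, adjusted p = 0.999) and 0.06 with CXCL11 (SE 0.043, adjusted p = 0.614). CXCR7, also named ACKR3, an atypical receptor that binds CXCL11, was expressed at 8.29 ± 0.472 CPM with vehicle control. Its change with CXCL11 did not pass the test (log2 fold change −0.36, SE 0.13, adjusted p = 0.118, edgeR). The genes CXCL9, CXCL10 and CXCL11 had 0 to 4 reads in each library and were left out by the expression filter.

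Most changes were small. The median size of the log2 fold change among DEGs against vehicle control was 0.27 with CXCL9, 0.305 with CXCL10 and 0.25 with CXCL11, and 10, 29 and 22 DEGs changed by over 1 log2 unit. Counting pairs of groups instead, 1119 genes (7.15% of those tested) differed in at least 1 of the 6 comparisons, and 938 in at least 1 of the 3 against vehicle control. Of the genes in the table, 29422 had at least 1 read in at least 1 library.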

We observed significant changes in global transcriptional activation, detecting approximately 48000 transcripts, 887 of which varied by chemokine treatment (Fig. 6a). There was a high degree of replicability between biological replicates (Supplementary Fig. 5c–f). 

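CD8A, which encodes the coreceptor chain that defines these T cells, was expressed at 1354 ± 27.7 CPM with vehicle control. It reached 1408 ± 31.9 CPM with CXCL10, a change that did not pass the test (log2 fold change 0.06, SE 0.037, adjusted p = 0.762, edgeR). With CXCL9 and CXCL11 the CD8A means were 1385 and 1415 CPM. Markers of other cell types were far less abundant with vehicle control. Taking the most abundant marker of each cell type, the highest were IKZF2 of regulatory T cells (106 CPM) and CD79A of B cells (97.0 CPM). GZMB (68.1 CPM) came next, listed for dendritic cells but also made by CD8 + T cells. AIF1 of monocytes stood at 46.1 CPM. TRGC2 of γδ T cells reached 39.6 CPM, SPON2 of NK cells 31.5 CPM, GP1BA of platelets 10.8 CPM and HBD of erythroid cells 1.09 CPM. Over 1 CPM with vehicle control were 7 of 14 CD4 and regulatory T cell markers, 5 of 18 B cell and 2 of 21 monocyte markers. So were 5 of 12 dendritic cell, 5 of 6 γδ T cell, 8 of 12 NK cell, 3 of 10 platelet and 1 of 10 erythroid markers.

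Across genes, the Pearson correlation of log2(FPKM + 1) between libraries of 1 group was 0.99479 to 0.99606 over 12 pairs. Between libraries of different groups it was 0.99445 to 0.99581 over 54 pairs, so these correlations hardly separate the groups. Spearman correlations were 0.925 to 0.928 within groups and 0.924 to 0.930 between them. The chi-square of read counts per gene, which is near 1 for sampling noise alone, was 2.11 to 4.08 within groups and 2.88 to 6.31 between groups. Among all tested genes, the 3 libraries of the chemokine lay entirely above or below the 3 of vehicle control for 14.1% with CXCL9, 13.0% with CXCL10 and 20.1% with CXCL11, where chance gives 10%. No 2 libraries hold identical values.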

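CXCL9 raised 174 genes and lowered 134, CXCL10 raised 204 and lowered 69, and CXCL11 raised 464 and lowered 201, all against vehicle control and with edgeR. The share of DEGs that rose was therefore 56.5% with CXCL9, 74.7% with CXCL10 and 69.8% with CXCL11, or 67.6% of the 1246 calls together. With CXCL9, IL7R, which encodes the IL-7 receptor chain of resting T cells, fell from 499 ± 11.2 to 391 ± 9.78 CPM (log2 fold change −0.35, SE 0.039, adjusted p = 6.56e-09, edgeR). TCF7, a transcription factor of naive and memory T cells, fell from 1267 ± 42.7 to 1049 ± 33 CPM (log2 fold change −0.27, SE 0.037, adjusted p = 8.68e-07, edgeR). BMF, a proapoptotic member of the BCL2 family, fell with CXCL9 (log2 fold change −0.31, SE 0.055, adjusted p = 0.000145), CXCL10 (−0.49, SE 0.056, adjusted p = 3.96e-09) and CXCL11 (−0.43, SE 0.055, adjusted p = 6.64e-08), all by edgeR. ZC3H12D, an mRNA-degrading RNase family member, fell with CXCL9 (log2 fold change −0.43, SE 0.048, adjusted p = 6.01e-09, edgeR).

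Larger changes leaned further to rises: over 0.3 log2 units, 71.8% of DEGs rose with CXCL9, 88.6% with CXCL10 and 76.6% with CXCL11. For CXCL9 the balance depends on the setting. Of its DEGs, 51.8% rose with DESeq2, 54.8% with edgeR on the 2 groups compared and 47.9% with DESeq2 on the 2 groups compared, and in the authors' deposited table 116 of 244 did (47.5%). Over 0.3 log2 units, the limit of Supplementary Fig. 5g,h, the authors' table holds 20 raised and 7 lowered genes with CXCL9.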

The majority of differentially expressed genes (DEGs) increased in transcript level following chemokine treatment (Supplementary Fig. 5g–k). CXCL11 demonstrated the largest number of DEGs, consistent with our data in HEK293 cells (Fig. 6b). 

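CXCL11 changed 665 genes against vehicle control, CXCL9 308 and CXCL10 273, in edgeR's test at adjusted p under 0.05. NAB2 (chromosome 12, 57482677 to 57489259), a corepressor of EGR transcription factors that is induced by ERK, rose with CXCL11 from 31.1 ± 2.45 to 72.1 ± 1.62 CPM (log2 fold change 1.21, SE 0.067, adjusted p = 2.58e-20, edgeR). SLC7A5, a large neutral amino acid transporter, rose from 66.2 ± 2.19 to 114 ± 2.96 CPM (log2 fold change 0.78, SE 0.051, adjusted p = 1.15e-17, edgeR). FOXP4, a forkhead transcription factor, rose by 1.06 log2 units (SE 0.09, edgeR adjusted p = 2.31e-13) and AUTS2, a cofactor of Polycomb complexes, by 1.05 (SE 0.095, edgeR adjusted p = 2.38e-12). MGAT3, a glycosyltransferase of N-glycans, fell with CXCL11 (log2 fold change −0.53, SE 0.067, adjusted p = 6.64e-08, edgeR). PELI2, an E3 ligase of Toll-like receptor signaling, also fell (−0.72, SE 0.082, adjusted p = 2.94e-09, edgeR).

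CXCL11 had the most DEGs in each of 12 fits without 1 library, at 410 to 724 where CXCL9 had 185 to 320 and CXCL10 159 to 300. Single libraries moved the counts by over 1.5 times, however. CXCL11 had 410 DEGs without vehicle replicate 1 and 427 without CXCL11 replicate 2. CXCL9 had 185 without vehicle replicate 1 and 194 without CXCL9 replicate 2. CXCL10 had 159 without vehicle replicate 1, 172 without vehicle replicate 3 and 171 without CXCL10 replicate 3.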

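CISH (chromosome 3, 50643921 to 50649262), a feedback inhibitor that STAT5 induces, was higher with CXCL10 than with CXCL9 (log2 fold change 2.39, SE 0.08, adjusted p = 5.88e-31, edgeR). It was lower with CXCL11 than with CXCL10 (−2.59, SE 0.081, adjusted p = 2.17e-32, edgeR). MAL, a membrane protein of T cells, followed the same order: 1.31 for CXCL10 over CXCL9 (SE 0.061, edgeR adjusted p = 4.15e-24) and −1.25 for CXCL11 over CXCL10 (SE 0.061, adjusted p = 1.95e-23). On the CXCL11 side, NAB2 was higher with CXCL11 than with CXCL9 (log2 fold change 1.03, SE 0.066, adjusted p = 2.18e-17, edgeR) and than with CXCL10 (1.12, SE 0.067, adjusted p = 1.9e-19, edgeR). IL12RB2, a chain of the IL-12 receptor, also stood higher with CXCL11, by 0.54 log2 units over CXCL9 (SE 0.074, edgeR adjusted p = 1.78e-06) and 0.54 over CXCL10 (SE 0.075, adjusted p = 7.84e-07).

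By presence in the 3 sets of DEGs against vehicle control, 140 of CXCL10's DEGs (51.3%) and 448 of CXCL11's (67.4%) were found with that chemokine and no other. A gene missing from another set may still have changed below the threshold, so the chemokines were also compared directly with edgeR. Of the 140 genes found with CXCL10 alone, 75 (53.6%) differed from both other chemokines and 36 from neither. Of the 448 found with CXCL11 alone, 59 (13.2%) differed from both and 289 from neither. Of the 113 CXCL9 genes without a call for another chemokine, 19 (16.8%) differed from both and 66 from neither. Differing from neither means only that no direct comparison was called, and smaller differences may have been missed. In simulated comparisons with vehicle control, 41.5% to 44.8% of changes of 0.3 log2 units were recovered. Leaving out CXCL10 replicate 1 raised the share of CXCL10's DEGs that another chemokine also changed from 48.7% to 55.1%. This share was also over 50% with DESeq2 (50.9%), edgeR on the 2 groups compared (51.1%), the strict filter (52.3%) and the replicate block (51.4%).

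**Figure D1:**
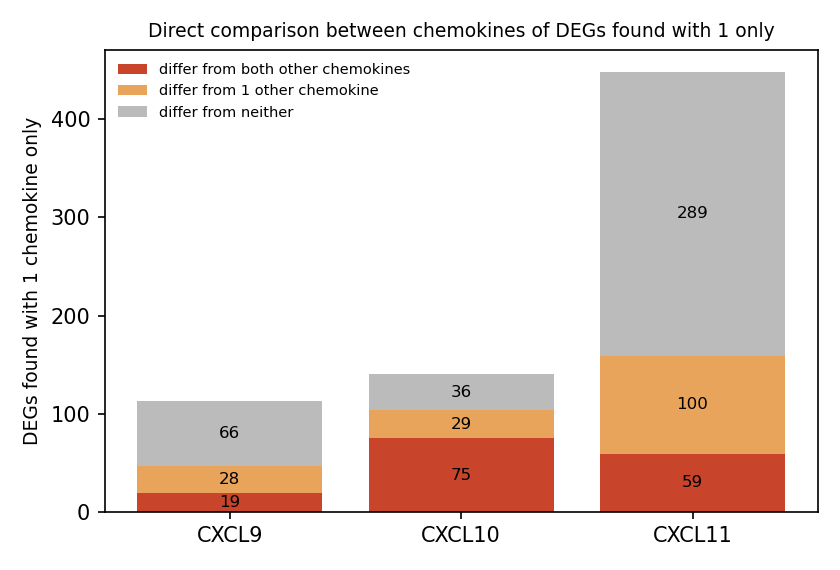
Number of DEGs (y axis) found with 1 chemokine only (x axis), split by whether edgeR's direct comparison between chemokines found them to differ from both others, from 1 other or from neither. The segments hold 19, 28 and 66 genes for CXCL9, 75, 29 and 36 for CXCL10, and 59, 100 and 289 for CXCL11. Genes that differ from neither had no direct call, which does not show equal levels.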

Importantly, CXCL10 and CXCL11 demonstrate transcriptional profiles where the majority of DEGs were only found following treatment with each specific chemokine, rather than being shared across chemokines. These data contrast with that observed at CXCL9—although it promoted significant transcriptional activation, ~66% of CXCL9-induced DEGs were shared with CXCL10 and or CXCL11 (Fig. 6b).

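RASA2, a GTPase-activating protein that restrains RAS, rose with every chemokine. The rise was 0.46 log2 units with CXCL9 (SE 0.047, edgeR adjusted p = 1.22e-09), with CXCL10 0.46 (SE 0.047, adjusted p = 1.58e-10) and with CXCL11 0.69 (SE 0.047, adjusted p = 4.38e-17). PTPN7, a phosphatase of T cells that acts on ERK, rose with all 3 as well. In log2 units it rose by 0.45 (SE 0.04, edgeR adjusted p = 1.4e-11), 0.30 (SE 0.04, adjusted p = 3.05e-07) and 0.63 (SE 0.04, adjusted p = 5.97e-18). PTGDR2, a receptor of prostaglandin D2, rose with CXCL9 (log2 fold change 0.85, SE 0.16, adjusted p = 0.000327, edgeR) and was lower with CXCL10 than with CXCL9 (−0.79, SE 0.16, adjusted p = 0.00131, edgeR).

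In all, 195 of the 308 CXCL9 DEGs (63.3%) were also DEGs with CXCL10 or CXCL11. They comprise 20 shared with CXCL10 alone, 104 with CXCL11 alone and 71 with both. CXCL9 and CXCL11 raised 117 genes in common and lowered 57, where independent sets of these sizes would share 5.16 and 1.72, and 1 gene moved in opposite directions. CXCL9 and CXCL10 raised 60 in common and lowered 26, against 2.27 and 0.59 if independent, and 5 moved oppositely. The sets share the vehicle control, which alone can make changes look alike. Part of the overlap may come from the shared libraries, since 3 vehicle control libraries cannot be divided between the comparisons.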

**Fig. 6:**
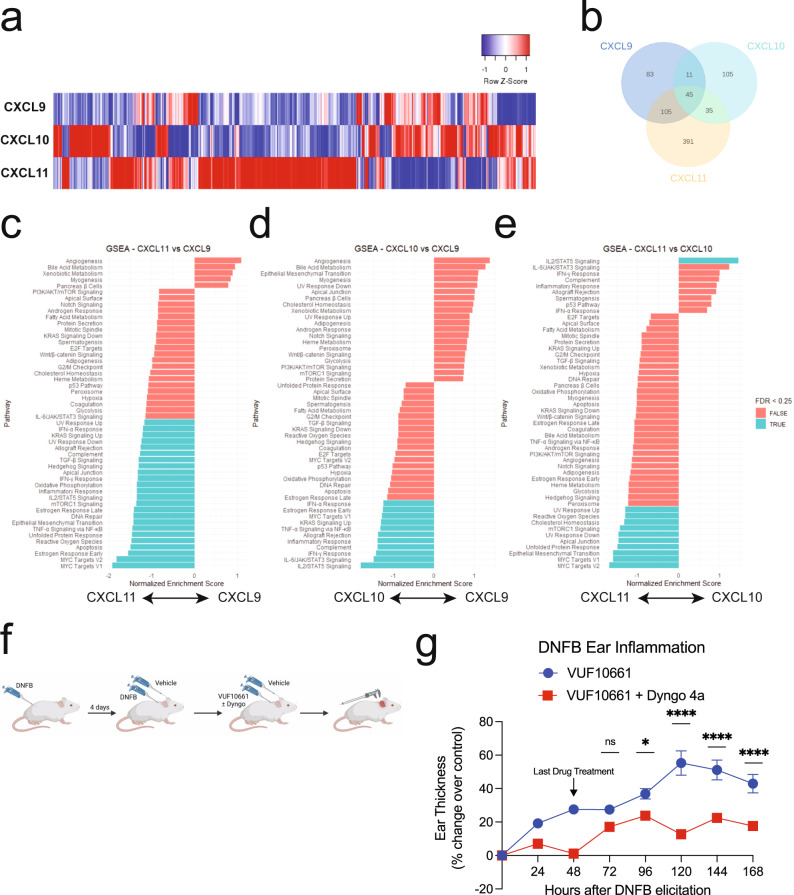
Receptor internalization is implicated in biased transcriptional regulation in primary CD8 + T cells and required for maximum CXCR3-mediated inflammation in mice. **a** Heat map of differentially expressed genes (DEGs) in primary CD8 + T-cells treated with 100 nM chemokine for 2 h. **b** Venn diagram of DEGs compared to vehicle treatment. **c–e** Gene set enrichment analysis of differentially regulated pathways between chemokines. Listed pathways are statistically significant at *P* < 0.05, however, select pathways are labeled as TRUE if the False Discovery Rate (FDR) is <0.25 and FALSE if the FDR is >0.25. Statistical methods for Gene Set Enrichment Analysis (GSEA) are previously described^61^. See also Supplementary Fig. 5 for additional informatics analysis of CXCR3 transcriptomics. **f** Experimental design of the dinitrofluorobenzene (DNFB)-induced contact hypersensitivity mouse model. Mice are sensitized with DNFB on their back, followed by induction of inflammation with DNFB or vehicle control on the ears 4 days later. This is followed by treatment with VUF10661 with or without Dyngo 4a at 0, 24 h, and 48 h. **g** Ear thickness following DNFB elicitation and application of VUF10661 (50 nM) with or without Dyngo 4a (50 nM). Data are presented as the VUF10661-induced increase in ear thickness over control (DMSO or Dyngo 4a alone—see Supplementary Fig. 6 for changes in ear thickness associated with control treatments). Data are means ± SEM of mice per treatment group, *n* = 8 for vehicle/vehicle, *n* = 9 for vehicle/VUF10661, *n* = 7 for Dyngo/Vehicle, and *n* = 7 for Dyngo/VUF10661. ns *P* ≥ 0.05, *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001, ****P < 0.0001 using a two-way ANOVA analysis with Sidak multiple comparisons testing performed at timepoints following last drug treatment.

We next analyzed the DEGs by Gene Set Enrichment Analysis (GSEA) using the Molecular Signatures Database (mSigDB)^61^. GSEA identified differentially activated biological pathways and processes corresponding to predefined mSigDB gene sets. 

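CXCL10 raised the IL-2/STAT5 target genes, which T cells transcribe when STAT5 is active, by a median log2 fold change of 0.36. Of the 49 tested, 27 rose and 0 fell, 32 and 1 adjusted over the list alone (camera adjusted p = 3.72e-139, and adjusted p = 5.79e-05 with an estimated correlation). With CXCL9 the list was not called (4 higher and 2 lower, camera adjusted p = 0.127). It rose less with CXCL11 (9 of 49 higher and 2 lower, 14 and 2 adjusted over the list alone, median 0.04, camera adjusted p = 0.00201, but adjusted p = 0.21 with an estimated correlation). IL-6/JAK/STAT3 genes rose with CXCL10 (7 of 42 higher and 0 lower, 8 and 1 adjusted over the list alone, median 0.03, camera adjusted p = 2.04e-14, and adjusted p = 0.00446 with an estimated correlation). With CXCL11 they were called too (4 of 42 higher and 1 lower, 9 and 4 adjusted over the list alone, camera adjusted p = 0.0204, but adjusted p = 0.21 with an estimated correlation). That call was lost without either of 2 single libraries and without the 4 labelled members (camera adjusted p = 0.073). With CXCL9 they were not called (camera adjusted p = 0.987).

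MYC targets of ribosome biogenesis rose with CXCL11 (15 of 73 higher and 3 lower, 18 and 3 adjusted over the list alone, median 0.10, camera adjusted p = 3.12e-08, but adjusted p = 0.0707 with an estimated correlation). They were not called with CXCL9 (camera adjusted p = 0.86) or CXCL10 (camera adjusted p = 0.302). Markers of other cell types were also called with CXCL11, those of dendritic cells higher (2 of 5 higher and 0 lower, 2 and 0 adjusted over the list alone, camera adjusted p = 0.0139, but adjusted p = 0.114 with an estimated correlation) and those of CD4 and regulatory T cells lower (0 of 8 higher and 1 lower, 0 and 1 adjusted over the list alone, camera adjusted p = 0.0212, but adjusted p = 0.138 with an estimated correlation). The first call was lost without CXCL11 replicate 3 (camera adjusted p = 0.0539) and the other without CXCL11 replicate 1 (camera adjusted p = 0.0636). TNF-α/NF-κB genes rose with CXCL10 (13 of 84 higher and 2 lower, 14 and 4 adjusted over the list alone, camera adjusted p = 0.000719, but adjusted p = 0.172 with an estimated correlation). They also rose with CXCL11 (11 of 84 higher and 1 lower, 16 and 3 adjusted over the list alone, camera adjusted p = 0.00403, but adjusted p = 0.151 with an estimated correlation) and were not called with CXCL9 (camera adjusted p = 0.812). With CXCL11, RELB and NFKB1, subunits of NF-κB, rose by 0.38 (SE 0.061, edgeR adjusted p = 1.91e-05) and 0.26 log2 units (SE 0.041, edgeR adjusted p = 9.68e-06). BHLHE40, a repressor induced by T cell activation, rose with CXCL10 (log2 fold change 0.45, SE 0.048, adjusted p = 3.31e-10, edgeR).

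Naive and memory T cell genes fell with CXCL9 (0 of 23 higher and 8 lower, 0 and 12 adjusted over the list alone, median −0.13, camera adjusted p = 7.92e-19, but adjusted p = 0.0782 with an estimated correlation). Among them were CCR7, the lymph node homing receptor (log2 fold change −0.26, SE 0.039, adjusted p = 7.45e-06, edgeR), and KLF2, a factor of quiescence (−0.37, SE 0.06, adjusted p = 3.59e-05, edgeR). With CXCL10 the list was not called (camera adjusted p = 0.302), but without its 2 labelled members it was called lower (2 of 21 higher and 5 lower, median −0.0784, camera adjusted p = 0.000231, but adjusted p = 0.409 with an estimated correlation). The figure labels genes that changed in these libraries, so that call depends on removing members chosen by the outcome. Means of the whole list were 0.0598, −0.0173 and 0.0546 log2 units in the CXCL10 libraries, less the vehicle control mean. ERK response genes rose with CXCL10 (10 of 33 higher and 1 lower, 11 and 1 adjusted over the list alone, median 0.10, camera adjusted p = 4.93e-11, and adjusted p = 0.0168 with an estimated correlation). With CXCL11 they rose too (7 of 33 higher and 1 lower, 14 and 1 adjusted over the list alone, median 0.21, camera adjusted p = 1.8e-10, but adjusted p = 0.0707 with an estimated correlation). At the preset correlation, camera called 9 of the 40 lists with CXCL9, 14 with CXCL10 and 27 with CXCL11. With the correlation estimated, 0, 5 and 0 remained, those with CXCL10 being the IL-2/STAT5, IL-6/JAK/STAT3, complement, activation receptor and ERK lists. Without genes labelled in Supplementary Fig. 5i–k, only the IL-2/STAT5 list of these stayed called with an estimated correlation (adjusted p = 0.0322), the others having adjusted p = 0.657, 0.163, 0.283 and 0.205. These losses may come from taking out strong responders. Lists share genes, such as PIM1 on the IL-2/STAT5 and IL-6/JAK/STAT3 lists, so their calls are not independent. At unadjusted p under 0.05, camera with an estimated correlation gave 3, 9 and 14 lists. Of the lists written to follow RNA quality, the ribosomal protein list was lower with CXCL9 (camera adjusted p = 1.9e-14, but adjusted p = 0.564 with an estimated correlation) and the mitochondrially encoded mRNAs with CXCL10 (camera adjusted p = 5.95e-11, but adjusted p = 0.209 with an estimated correlation) and CXCL11 (camera adjusted p = 0.00328, but adjusted p = 0.443 with an estimated correlation).

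**Figure D2:**
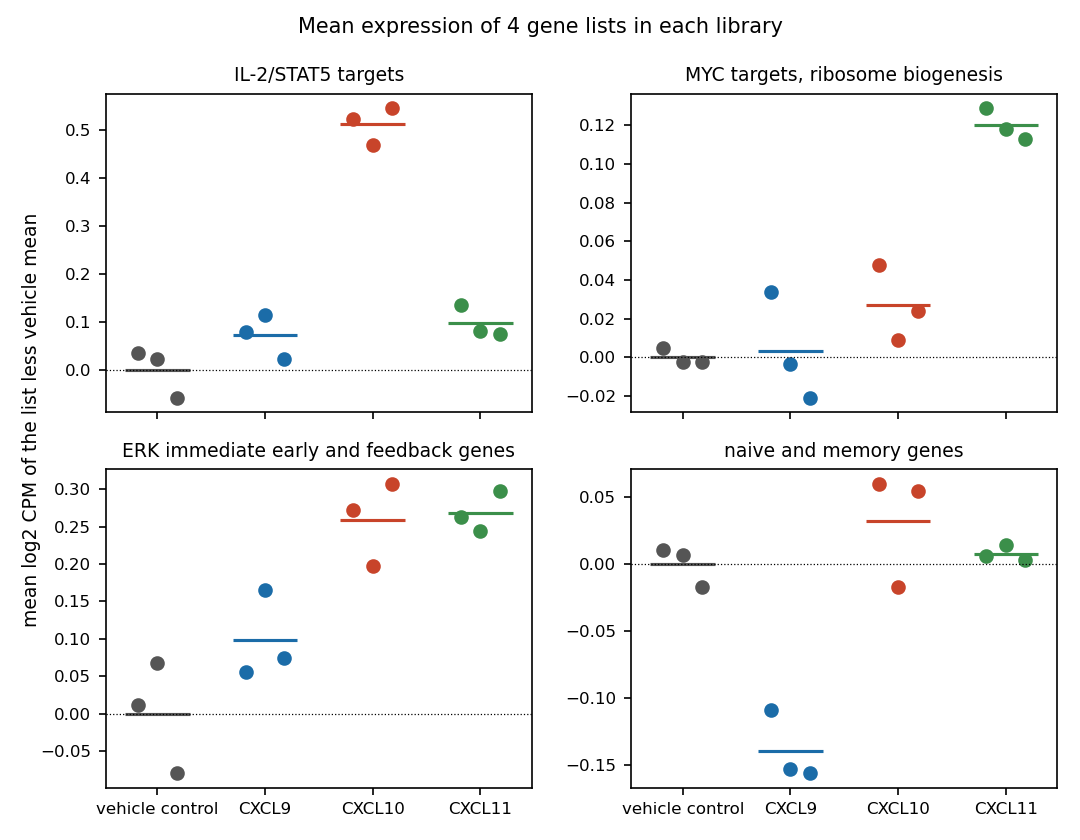
Mean log2 CPM of 4 gene lists in each library, less the mean over vehicle control (y axis), for vehicle control, CXCL9, CXCL10 and CXCL11 (x axis; points are libraries, lines are group means, n = 3). The CXCL10 libraries lie at 0.47 to 0.55 for the IL-2/STAT5 list, and the CXCL9 libraries at −0.16 to −0.11 for naive and memory genes.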

Compared to vehicle control, the chemokines induce biased activation of pathways including interleukin JAK/STAT signaling, Myc targets, and TNF-α/NF-κB, among others. Comparison of DEGs between chemokines revealed differential activation of eight gene sets between CXCL9 and CXCL10, 24 between CXCL9 and CXCL11, and 11 gene sets between CXCL10 and CXCL11 (Fig. 6c–e). Among them, several were proinflammatory including TNF-α/NF-κB, IL6/JAK/STAT3, MYC, mTORC1, and IFNγ-related pathways. 

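Direct comparison found 251 genes that differed between CXCL10 and CXCL9, 211 between CXCL11 and CXCL9 and 404 between CXCL11 and CXCL10, with edgeR at adjusted p under 0.05. Of these, 177 were higher with CXCL10 than with CXCL9, 172 higher with CXCL11 than with CXCL9, and 213 higher with CXCL11 than with CXCL10. ADAM19, a metalloprotease, stood higher with CXCL10 than with CXCL9 (log2 fold change 1.57, SE 0.097, adjusted p = 4.94e-19, edgeR) and lower with CXCL11 than with CXCL10 (−1.40, SE 0.094, adjusted p = 2.61e-17, edgeR). SOCS2, a suppressor of cytokine signaling, did so too, at 1.35 (SE 0.22, edgeR adjusted p = 3.91e-05) and −1.70 (SE 0.23, adjusted p = 4.12e-07). NFATC1, a calcium-regulated transcription factor, was higher with CXCL11 than with CXCL9 (log2 fold change 0.43, SE 0.059, adjusted p = 1.64e-06, edgeR) or CXCL10 (0.43, SE 0.06, adjusted p = 7.98e-07, edgeR).

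Of the 40 lists, camera called 18 between CXCL10 and CXCL9, 23 between CXCL11 and CXCL9 and 15 between CXCL11 and CXCL10. With an estimated correlation 6, 2 and 1 remained, and 0, 1 and 0 without genes labelled in Supplementary Fig. 5i–k. The IL-2/STAT5 list was higher with CXCL10 than with CXCL9 (25 of 49 higher and 1 lower, 29 and 2 adjusted over the list alone, median 0.24, camera adjusted p = 4.24e-116, and adjusted p = 9.17e-05 with an estimated correlation). It was lower with CXCL11 than with CXCL10 (4 of 49 higher and 25 lower, 4 and 28 adjusted over the list alone, median −0.22, camera adjusted p = 1.72e-81, and adjusted p = 0.000407 with an estimated correlation). Without its labelled members the list was called at the preset correlation only (adjusted p = 0.0654 and adjusted p = 0.127 with an estimated correlation). Naive and memory genes were higher with CXCL10 than with CXCL9 (7 of 23 higher and 0 lower, 12 and 2 adjusted over the list alone, camera adjusted p = 1.28e-22, and adjusted p = 0.0123 with an estimated correlation). They were also higher with CXCL11 than with CXCL9 (7 of 23 higher and 0 lower, 14 and 0 adjusted over the list alone, camera adjusted p = 1.04e-19, and adjusted p = 0.0343 with an estimated correlation). Without the 2 labelled members, these calls too were lost with an estimated correlation (adjusted p = 0.22 and adjusted p = 0.0501). Lists written to follow RNA quality or other cells moved in the same comparisons. Between CXCL10 and CXCL9, mitochondrially encoded mRNAs were lower with CXCL10 (camera adjusted p = 1.81e-12, but adjusted p = 0.125 with an estimated correlation). Ribosomal protein genes (camera adjusted p = 7.72e-21, but adjusted p = 0.125 with an estimated correlation) and CD4 and regulatory T cell markers (camera adjusted p = 0.021, but adjusted p = 0.125 with an estimated correlation) were higher. With CXCL11, ribosomal protein genes were higher than with CXCL9 (camera adjusted p = 2.16e-14, but adjusted p = 0.241 with an estimated correlation) and mitochondrially encoded mRNAs lower (camera adjusted p = 4.52e-05, but adjusted p = 0.271 with an estimated correlation). The CD4 and regulatory T cell markers were lower with CXCL11 than with CXCL10 (0 of 8 higher and 2 lower, 0 and 3 adjusted over the list alone, camera adjusted p = 6e-04, but adjusted p = 0.0978 with an estimated correlation). Leaving out 1 library moved counts by over 1.5 times. Without CXCL10 replicate 1, 144 genes differed between CXCL10 and CXCL9 and 259 between CXCL11 and CXCL10. Between CXCL11 and CXCL9, 127 differed without CXCL9 replicate 3 and 115 without CXCL11 replicate 2. Without CXCL9 replicate 3 or CXCL11 replicate 1, 14 lists were called between CXCL11 and CXCL9.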

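PIM1 (chromosome 6, 37137979 to 37143202), a kinase that JAK/STAT signaling induces, was higher with CXCL10 than with CXCL9 (log2 fold change 1.38, SE 0.055, adjusted p = 3.42e-27, edgeR). It was lower with CXCL11 than with CXCL10 (−1.33, SE 0.055, adjusted p = 1e-26, edgeR). IL-6/JAK/STAT3 genes, the list that includes PIM1, were higher with CXCL10 than with CXCL9 (7 of 42 higher and 0 lower, 11 and 0 adjusted over the list alone, camera adjusted p = 1.94e-14, and adjusted p = 0.00869 with an estimated correlation). They were lower with CXCL11 than with CXCL10 (2 of 42 higher and 6 lower, 5 and 8 adjusted over the list alone, camera adjusted p = 2.51e-05, but adjusted p = 0.0978 with an estimated correlation). Without the labelled members neither was called (camera adjusted p = 0.0581, and 0.72 with direction up). In the whole list the median of CXCL11 against CXCL10 was 0.02, although its mean was −0.11 and camera's direction was down.

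GBP5, an interferon-induced GTPase, was higher with CXCL10 than with CXCL9 (log2 fold change 0.66, SE 0.043, adjusted p = 3e-18, edgeR) and lower with CXCL11 than with CXCL10 (−0.53, SE 0.042, adjusted p = 2.87e-14, edgeR). As a group, interferon-γ response genes were higher with CXCL10 than with CXCL9 (4 of 45 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 7.24e-11, and adjusted p = 0.0314 with an estimated correlation). Against CXCL10, CXCL11 gave lower levels of these genes (1 of 45 higher and 5 lower, 1 and 5 adjusted over the list alone, camera adjusted p = 6e-04, but adjusted p = 0.228 with an estimated correlation). Without the labelled members the list was not called between CXCL11 and CXCL10 (camera adjusted p = 0.772), and for CXCL10 over CXCL9 it was (camera adjusted p = 0.0137, but adjusted p = 0.345 with an estimated correlation). TNF-α/NF-κB genes stood higher with CXCL10 than with CXCL9 (8 of 84 higher and 1 lower, 14 and 6 adjusted over the list alone, camera adjusted p = 0.00225, but adjusted p = 0.14 with an estimated correlation). CXCL11 also exceeded CXCL9 for this list (3 of 84 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 0.00241, but adjusted p = 0.241 with an estimated correlation), which was not called between CXCL11 and CXCL10 (camera adjusted p = 0.977).

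SLC7A5, which mTORC1 signaling induces, was higher with CXCL11 than with CXCL9 (log2 fold change 0.49, SE 0.05, adjusted p = 6.99e-10, edgeR) and CXCL10 (0.45, SE 0.05, adjusted p = 1.92e-09, edgeR). The mTORC1 list was higher with CXCL11 than with CXCL9 (4 of 79 higher and 1 lower, 5 and 2 adjusted over the list alone, camera adjusted p = 0.000153, but adjusted p = 0.244 with an estimated correlation). Over CXCL10 it was higher as well (8 of 79 higher and 2 lower, 14 and 4 adjusted over the list alone, median 0.08, camera adjusted p = 2.51e-05, but adjusted p = 0.228 with an estimated correlation). It was not called between CXCL10 and CXCL9 (camera adjusted p = 0.402).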

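PPRC1, a growth-regulated coactivator, rose with CXCL11 over vehicle control by 0.47 log2 units (SE 0.073, edgeR adjusted p = 7.23e-06). DDX21, a helicase of ribosomal RNA processing, rose by 0.37 (SE 0.049, edgeR adjusted p = 2.14e-07), and NOLC1, a nucleolar chaperone, by 0.29 (SE 0.049, edgeR adjusted p = 2.64e-05). MYC itself rose with CXCL11 (log2 fold change 0.33, SE 0.065, adjusted p = 0.000431, edgeR) and with CXCL10 (0.43, SE 0.065, adjusted p = 4.65e-06, edgeR). HK2, the hexokinase of proliferating cells, rose with CXCL11 (log2 fold change 0.58, SE 0.087, adjusted p = 3.53e-06, edgeR).

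As a group, MYC targets of ribosome biogenesis were higher with CXCL11 than with CXCL9 (9 of 73 higher and 0 lower, 18 and 0 adjusted over the list alone, median 0.10, camera adjusted p = 3.23e-12, and adjusted p = 0.0343 with an estimated correlation). CXCL11 also gave higher levels than CXCL10 (5 of 73 higher and 0 lower, 8 and 0 adjusted over the list alone, median 0.09, camera adjusted p = 7.45e-06, but adjusted p = 0.0978 with an estimated correlation), and between CXCL10 and CXCL9 the list was not called (camera adjusted p = 0.235). MYC targets in translation and metabolism, a broader list, were higher with CXCL11 than with CXCL9 (2 of 91 higher and 0 lower, 3 and 1 adjusted over the list alone, camera adjusted p = 4.93e-06, but adjusted p = 0.244 with an estimated correlation). Against vehicle control they rose with CXCL11 (5 of 91 higher and 0 lower, 8 and 1 adjusted over the list alone, camera adjusted p = 0.0115, but adjusted p = 0.471 with an estimated correlation). That call was lost without CXCL11 replicate 1 (camera adjusted p = 0.25).

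Apoptosis genes were not called with CXCL11 against vehicle control (3 of 60 higher and 1 lower, 4 and 1 adjusted over the list alone, camera adjusted p = 0.587). Between CXCL11 and CXCL9 they were not called either (2 of 60 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 0.0679), nor between CXCL11 and CXCL10 (2 of 60 higher and 6 lower, 2 and 7 adjusted over the list alone, camera adjusted p = 0.0625, direction down). The paper's Fig. 6c–e marks pathways at an FDR under 0.25, not 0.05. At 0.25 the apoptosis list would pass as higher with CXCL11 than with CXCL9 and as lower than with CXCL10. CXCL10 gave higher levels of this list than CXCL9 (8 of 60 higher and 1 lower, 10 and 2 adjusted over the list alone, camera adjusted p = 4.89e-05, but adjusted p = 0.125 with an estimated correlation). Among its members BCL2, which blocks apoptosis, was 1.19 log2 units higher with CXCL10 than with CXCL9 (SE 0.06, edgeR adjusted p = 1.02e-22).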

CXCL11 was enriched in pathways related to the transcription factor MYC and apoptosis, suggesting that CXCL11 plays a role in regulating T-cell growth^62^. In contrast, CXCL10 shows enrichment in cytokine-related pathways (JAK/STAT, INFγ), complement, and inflammatory responses, suggesting that CXCL10 may promote a pro-inflammatory T-cell phenotype. These findings highlight the lack of conserved transcriptional response across the chemokines, demonstrating the physiologic role of sustained signaling from endosomes in biased regulation of inflammatory pathways.

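CISH rose with CXCL10 from 15.8 ± 1.18 to 84.1 ± 9.47 CPM (log2 fold change 2.41, SE 0.08, adjusted p = 4.13e-31, edgeR), and PIM1 from 51.1 ± 2.11 to 127 ± 6.86 CPM (1.31, SE 0.055, adjusted p = 2.65e-26, edgeR). IL2RA (chromosome 10, 6052652 to 6104288), the high-affinity chain of the IL-2 receptor, rose from 29.2 ± 0.767 to 74.7 ± 3.35 CPM (1.36, SE 0.064, adjusted p = 6.39e-24, edgeR). GBP5 rose by 0.55 log2 units (SE 0.042, edgeR adjusted p = 6.19e-15) and SOCS1, a suppressor that interferons and interleukins induce, by 1.20 (SE 0.14, edgeR adjusted p = 2.5e-08). PTGER2, a prostaglandin E2 receptor on the inflammatory list, rose by 1.09 (SE 0.076, edgeR adjusted p = 7.53e-17), and DUSP6, an ERK phosphatase on the complement list, by 2.00 (SE 0.17, edgeR adjusted p = 9.49e-14). As a group, interferon-γ response genes rose with CXCL10 against vehicle control (4 of 45 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 1.23e-07, but adjusted p = 0.0772 with an estimated correlation). Complement genes rose with it as well (8 of 57 higher and 0 lower, 10 and 0 adjusted over the list alone, camera adjusted p = 1.68e-12, and adjusted p = 0.00446 with an estimated correlation). So did inflammatory response genes (16 of 93 higher and 1 lower, 19 and 3 adjusted over the list alone, camera adjusted p = 2.45e-08, but adjusted p = 0.0567 with an estimated correlation).

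Several of these genes are among the labels seen in Supplementary Fig. 5j before the lists were written. Those labels mark genes that changed in these libraries, so lists without them lack strong responders. Without the labelled members, the IL-2/STAT5 list was still called with CXCL10 (13 of 35 higher, median 0.155, camera adjusted p = 1.35e-16, and adjusted p = 0.0322 with an estimated correlation). Complement genes (5 of 54, camera adjusted p = 0.000231, but adjusted p = 0.163 with an estimated correlation) were called too, as were inflammatory genes (13 of 89, camera adjusted p = 0.000944, but adjusted p = 0.283 with an estimated correlation). The IL-6/JAK/STAT3 list (3 of 38, camera adjusted p = 0.21) and the interferon-γ list (1 of 42, camera adjusted p = 0.216) were no longer called. In direct comparison, complement genes were higher with CXCL10 than with CXCL9 (7 of 57 higher and 0 lower, 9 and 0 adjusted over the list alone, camera adjusted p = 1.11e-09, and adjusted p = 0.0123 with an estimated correlation). Inflammatory genes were too (12 of 93 higher and 1 lower, 16 and 3 adjusted over the list alone, camera adjusted p = 1.05e-07, but adjusted p = 0.0595 with an estimated correlation).

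**Figure D3:**
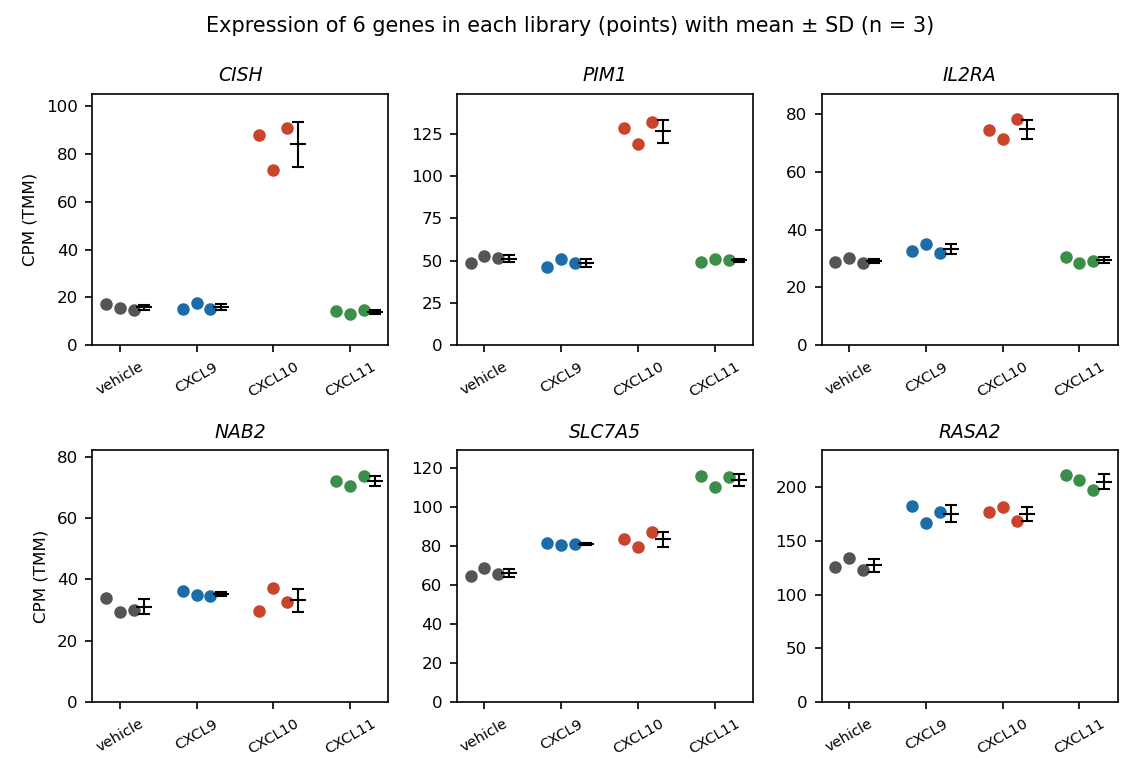
Expression of 6 genes (y axis, CPM after TMM scaling) with vehicle control ("vehicle"), CXCL9, CXCL10 and CXCL11 (x axis); points are libraries and bars are mean ± SD, n = 3. Mean CISH is 84.1 CPM with CXCL10 and 15.8 CPM with vehicle control, and mean NAB2 is 72.1 CPM with CXCL11 and 31.1 CPM with vehicle control.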

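Against vehicle control, 71 genes were DEGs with all 3 chemokines, and 42 more were shared by CXCL10 and CXCL11 alone. SNX30, a sorting nexin, was among those that rose with all 3. Its log2 fold change was 0.64 with CXCL9 (SE 0.079, edgeR adjusted p = 6.63e-08), 0.52 with CXCL10 (SE 0.08, adjusted p = 1.03e-05) and 0.99 with CXCL11 (SE 0.076, adjusted p = 6.72e-15). PPP1R16B, a regulatory subunit of protein phosphatase 1, rose by 0.21 with CXCL9 (SE 0.042, edgeR adjusted p = 0.00122), 0.27 with CXCL10 (SE 0.042, adjusted p = 1.03e-05) and 0.51 with CXCL11 (SE 0.042, adjusted p = 1.19e-13). HAVCR2, which encodes the receptor TIM-3, rose with CXCL10 (log2 fold change 1.15, SE 0.062, adjusted p = 2.23e-21, edgeR) and CXCL11 (0.32, SE 0.065, adjusted p = 0.00059, edgeR). It was lower with CXCL11 than with CXCL10 (−0.82, SE 0.06, adjusted p = 9.36e-16, edgeR).

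Over the 15660 genes, log2 fold changes against vehicle control correlated at r = 0.465 between CXCL9 and CXCL10, 0.623 between CXCL9 and CXCL11 and 0.425 between CXCL10 and CXCL11. Simulated data without any effect, but with the shared vehicle control, gave 0.492, 0.506 and 0.499. Covariances, which do not shrink when 1 response grows, were 0.0291, 0.0443 and 0.0292, against 0.0233, 0.0234 and 0.0235 simulated. With simulated noise subtracted, the effects correlated at 0.384, 0.865 and 0.283. These values depend on the genes used: over the 6055 genes with at least 5 log2 CPM they were 0.382, 0.723 and 0.445, and there without the most variable genes 0.527, 0.708 and 0.624. Every genome-wide correlation before that subtraction thus includes a share that the design alone produces.

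The paper states that its findings highlight a lack of conserved transcriptional response across the chemokines. It states that this shows a physiologic role of sustained endosomal signaling in biased regulation of inflammatory pathways. These libraries include no condition in which receptor internalization was blocked.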

### CXCR3 internalization contributes to potentiation of inflammation in vivo

We previously showed in a murine model of allergic contact hypersensitivity (CHS) that a synthetic β-arrestin-biased CXCR3 agonist, VUF10661, potentiates inflammation through increased recruitment of CD8 + T cells in a β-arrestin 2-dependent manner^27^. To determine if this response requires sustained CXCR3 signaling from endosomes, we inhibited receptor-mediated internalization in this CHS model. Following sensitization, CHS was elicited through application of the allergen dinitrofluorobenzene (DNFB) or vehicle control to the ears of the mice with concomitant administration of VUF10661 and a pharmacologic inhibitor of Dynamin, Dyngo 4a^20,63,64^. Ear thickness was measured as a marker of inflammation (Fig. 6f). Previous work showed that VUF10661 in the absence of DNFB does not illicit an inflammatory response^27^ and we observed similar findings with Dyngo 4a (Supplementary Fig. 6a). Therefore, any increase in ear thickness was primarily due to modulated DNFB-induced inflammation, and not directly from the compounds tested.

Following DNFB sensitization and treatment, mice treated with VUF10661 demonstrated a 60% increase in ear thickness over control (Fig. 6g). The maximal ear thickness observed amongst all treatment groups was observed 72–120 h following DNFB elicitation, consistent with previous reports (Supplementary Fig. 6b)^27^. This effect was decreased in mice that received concomitant administration of Dyngo 4a and VUF10661 compared to control, with only a 20% increase in ear thickness. These results are consistent with the conclusion that sustained CXCR3 signaling from endosomes is required for maximal potentiation of the inflammatory response. Together, these data demonstrate the in vivo role of subcellular GPCR signaling in modulating inflammation.

## Discussion

Our findings are synthesized in a working model of how location bias by CXCR3 chemokine agonists promote functionally selective responses with distinct effects on inflammation (Fig. 7). At the plasma membrane, the chemokines demonstrate biased engagement of G proteins and β-arrestins leading to different amounts of β-arrestin-dependent receptor-mediated endocytosis. In the endosomes, we observed relative changes in signaling across all chemokines, where CXCL11 became more β-arrestin-biased while CXCL9 and CXCL10 demonstrated enhanced coupling to G proteins. CXCR3 signaling from the plasma membrane and endosome both contributed to the cytosolic activation of ERK1/2; however, only CXCL10 and CXCL11 activated nuclear ERK1/2 in a manner almost entirely dependent on signaling from endosomes. This functionally selective and location-dependent signaling converged to differentially regulate transcription in both HEK293 cells and primary CD8 + T cells, with differential effects on genes that play important roles in inflammation. Lastly, we found that inhibiting endocytosis in a CXCR3-mediated CHS model in mice significantly decreased inflammation. Together these findings suggest a physiologically important role for location bias in CXCR3 signaling that contributes to the inflammatory response.

**Fig. 7:**
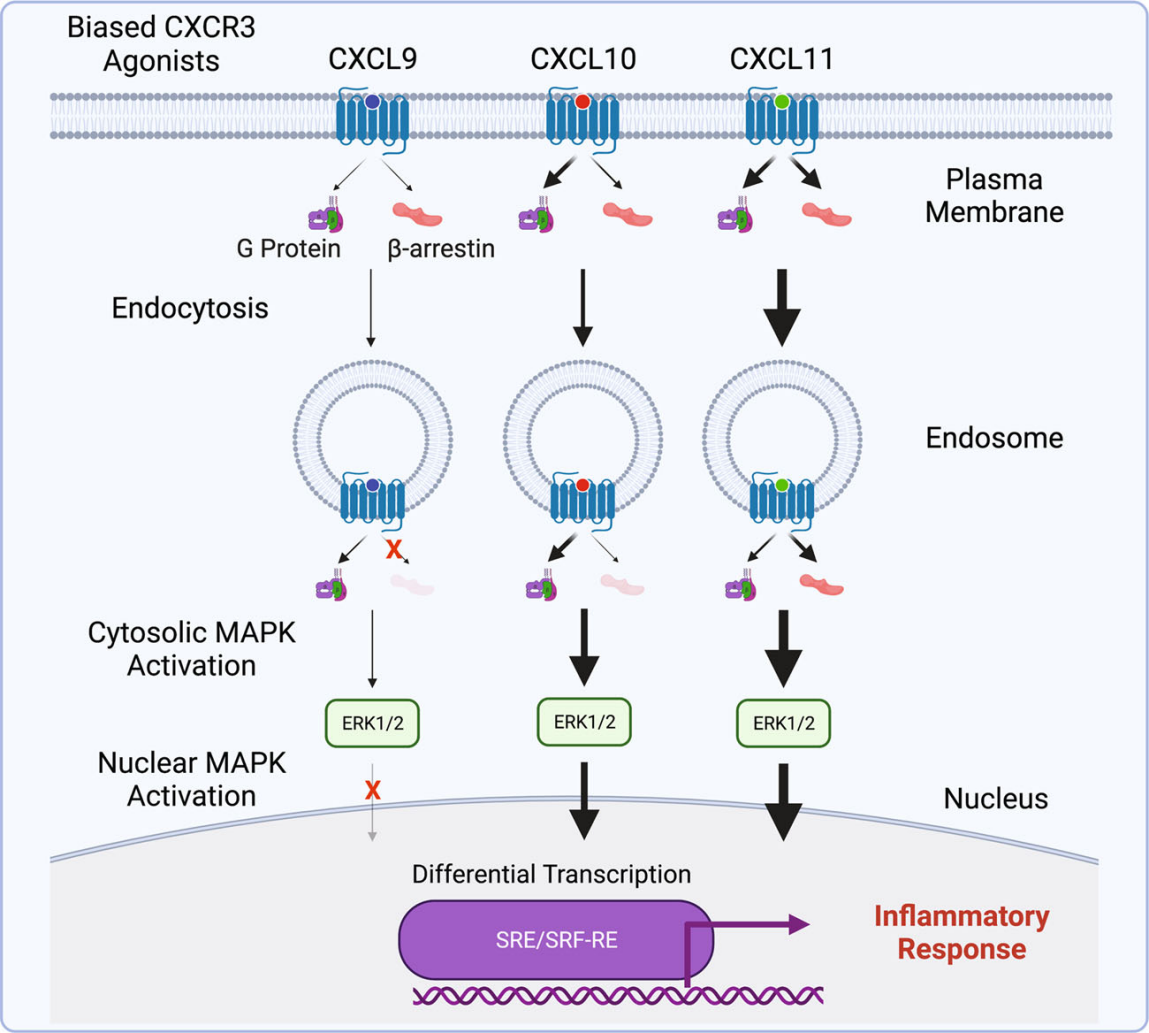
Working model of biased subcellular signaling at CXCR3. The three endogenous CXCR3 chemokines demonstrate unique patterns of signaling at the plasma membrane and endosome, resulting in location bias. Biased subcellular signaling was associated with differential activation of both cytosolic and nuclear ERK1/2, cellular transcription, and inflammation.

It was previously believed that ligand:receptor interactions in the CKR family were redundant^65^. Considerable evidence has challenged this notion and demonstrated that a significant proportion of CKR signaling is indeed specific to particular ligand:receptor combinations^47,66–68^. Here we show that the functional selectivity observed at CKRs persists beyond the plasma membrane into subcellular compartments like the endosome. Additionally, location bias is critical for some, but not all, ligands, to their functional selectivity. Given that GPCRs are known to translocate to locations like the Golgi apparatus, it is possible that trafficking to other cellular compartments may demonstrate signaling patterns different than those observed in this study^18,69,70^. Additionally, some GPCRs simultaneously exist on multiple membrane-bound structures, like the nucleus and mitochondria^18^, enabling even greater signaling diversity for membrane permeable ligands.

While all of the chemokines couple CXCR3 to β-arrestin 2 at the plasma membrane, only CXCL10 and CXCL11 were able to translocate β-arrestin to endosomes, albeit to different extents. The biased chemokines also promoted unique β-arrestin conformations at the plasma membrane which persisted as the receptor trafficked to the endosome. Because β-arrestin conformation is directly related to function, it is likely these conformational differences contribute to biased receptor signaling^52^. β-arrestin can engage the GPCR core (core conformation) which is associated with G protein desensitization; however, it can also bind to the GPCR C-terminal tail (tail conformation), which is associated with receptor internalization and effector scaffolding^48,71^. There is also evidence of GPCR:G protein:β-arrestin “megaplexes” which allow for sustained G protein signaling, with simultaneous engagement of β-arrestin in the tail conformation^72,73^. We observed a relative decrease in G protein signaling in endosomes following treatment with CXCL11 but not with CXCL10. It is possible that CXCL10 promotes β-arrestin to adopt a tail conformation that drives receptor internalization without further desensitization of G protein signaling. Although CXCL11 promotes greater amounts of total endosomal β-arrestin, it is possible that a relatively larger proportion of this β-arrestin adopts a core conformation.

Our assessments of downstream signaling demonstrate the functional diversity that can be obtained through a single GPCR using biased agonists. Biased MAPK activation observed across the CXCR3 chemokines was dependent on subcellular location. We observed significant differences in transcriptional activation that directly correspond with the ability of a ligand to activate ERK, consistent with prior studies^74^. Although overexpression of Dynamin K44A eliminated nuclear ERK activation at CXCL10 and CXCL11, we only observed a significant decrease in transcriptional activity with CXCL11 treatment. It is possible that CXCL10 and CXCL11 activate certain promoter elements through different mechanisms. This is consistent with recent reports demonstrating that some membrane-bound GPCRs can activate MAPKs via multiple mechanisms, such as translocation of Gβγ proteins to the Golgi apparatus^75^.

In this manuscript, we assume that changes in signaling observed when blocking internalization were previously occurring from endosomes. While this is one interpretation of these data, it is also possible that inhibition of internalization simultaneously prolongs and/or alters signaling observed from the plasma membrane or other subcellular compartments like the late endosome, Golgi apparatus, or endoplasmic reticulum. It is difficult to quantify the absolute contribution of endosomal GPCR signaling to global GPCR signaling; however, our data demonstrate that the relative contribution of signaling from endosomes is highly dependent on the ligand used to activate the receptor, and that signaling beyond the plasma membrane is critical to the overall biased response observed in wild type cells. Further studies are needed to assess the specific signaling functions that are unique to the endosome and other subcellular structures.

Our findings highlight the critical role of ligand bias and location bias in GPCR signaling, which were further demonstrated in the diverse transcriptional responses observed in primary CD8 + T cells and a murine model of CHS. Previous work on the Neurokinin 1 receptor (NK_1_R) showed that signaling from endosomes was critical for prolonged nociception^20^. A NK_1_R antagonist which trafficked with the receptor to endosomes demonstrated sustained GPCR antagonism and heightened antinociception, revealing the clinical utility of GPCR targeted therapeutics that function at multiple cellular locations^20^. We found that GPCRs can adopt multiple different signaling profiles and trafficking patterns, simply by changing the ligand used to activate the receptor. We demonstrated the potential utility of developing pharmaceutical drugs that not only activate the receptor in a biased fashion, but also target the receptor to one or multiple subcellular compartments. Given that our work was conducted at CXCR3, it is important to understand how temporospatial functional selectivity contributes to disease pathologies at other CKRs and GPCRs in order to develop more targeted, efficacious, and safer therapeutics. Because biased agonism has recently been observed at other receptor superfamilies like receptor tyrosine kinases^76^, this work has important implications in harnessing the functional selectivity of chemokine receptors, GPCRs, and other transmembrane receptors at and beyond the plasma membrane.

## Quantification and statistical analysis

### Statistical analyses

Dose-response curves were fitted to a log agonist versus stimulus with three parameters (span, baseline, and EC50), with the minimum baseline corrected to zero using Prism 9.0 (GraphPad, San Diego, CA). Statistical tests were performed using a one or two-way ANOVA followed by Tukey’s multiple comparison’s test when comparing treatment conditions or Dunnet’s multiple comparison’s test when comparing treatment conditions to a control. When comparing ligands or treatment conditions in concentration–response assays, the determined *E*_max_ of the dose-response curves fitted to a log agonist versus stimulus with three parameters was compared. When comparing time course experiments, a one-way ANOVA was conducted on the AUC. Further details of statistical analysis and replicates are included in the figure legends. Lines represent the mean, and error bars signify the SEM, unless otherwise noted.

### Bias plots

To generate bias plots, raw or normalized dose-response data for G protein activation and β-arrestin 2 are plotted for each chemokine at a specific location. We defined G protein activation as the ability of the chemokine to induce Gαi nucleotide exchange relative to the total amount of Gαi present at that location. Best fit lines were then plotted for each chemokine.

## Methods

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Sudarshan Rajagopal (). All plasmids generated in this study will be distributed upon request (Supplementary Table 1).

### Bacterial strains

XL-10 Gold ultracompetent E. coli (Agilent) was used to express all constructs used in this manuscript.

### Cell lines

Human Embryonic Kidney (HEK293, β-arrestin 1/2 knockout) cells were grown in minimum essential media (MEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S) at 37 °C and 5% CO2. HEK293 cells (CRL-3216) are from the American Type Culture Collection. β-arrestin ½ CRISPR/Cas9 KO HEK293 cells were generated using CRISPR/Cas9-mediated genome editing, validated using immunoblotting, and provided by Asuka Inoue^34^. CD8 + T cells were cultured in RPMI 1640 supplemented with 10% FBS and 1% P/S at 37 °C and 5% CO_2_.

### Animal studies

All animal procedures performed in this study were in agreement with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Animals were housed in Duke University’s GSRBII and protocols for use were approved by Duke University’s Institutional Animal Care and Use Committee. All animals were housed under Duke University protocol number A104-20-05. Female WT C57BL/6 (Charles River) mice were bred and maintained under specific pathogen-free conditions in accredited animal facilities at Duke University under animal protocol. Animals were housed in four mice per cage. Facilities operate between 20 and 26 °C (68–79 °F), between 30 and 70% humidity, and on a standard 12 h light/12 h dark cycle as recommend^77^. Because the ear inflammation in this CHS model causes mice to scratch and gnaw at their ears, excessive scratching can produce artificially large increases in ear thickness. To minimize this phenomenon, female mice were chosen as they tend to be less aggressive than male mice and can additionally be socially housed^78,79^.

### Generation of constructs

Construct cloning was performed using conventional techniques such as restriction enzyme/ligation methods. Linkers between the fluorescent proteins or luciferases and the cDNAs for receptors, transducers, or other proteins were flexible and ranged between 2 and 18 amino acids. Dr. Kirill Martemyanov provided the EPAC plasmid which was used to clone the nuclear-specific EPAC cAMP sensors. EKAR FRET ERK1/2 biosensors previously published^58^ were used to generate BRET versions of these sensors by removing the N-terminal mCerulean through restriction digest and inserting a nanoluciferase.

### Cell culture and transfection

For BRET and luminescence-based assays, HEK293 cells were transiently transfected with an optimized calcium phosphate protocol as previously described unless otherwise indicated^80^. In the calcium phosphate transfection method, cell culture media was replaced 30 min prior to transfection. Plasmid constructs were suspended in water to a final volume of 90 µL. 10 μL of 2.5 M calcium chloride was added to the plasmid constructs and mixed. 100 μL of 2× HEPES-buffered saline solution (10 mM D-Glucose, 40 mM HEPES, 10 mM potassium chloride, 270 mM sodium chloride, 1.5 mM disodium hydrogen phosphate dihydrate) was added to the solution, allowed to incubate for 2 min, and subsequently added to the cells.

For BRET biosensors for compartmentalized ERK activity and cAMP levels, transcriptional reporter assays, and confocal microscopy, cells were transiently transfected using polyethylenimine (PEI). In the PEI transfection method, cell culture media was replaced 30 min prior to transfection. Plasmid constructs were suspended in Opti-MEM (GIBCO) to a final volume of 100 μL and, in a separate tube, PEI at a concentration of 1 mg/mL was added to Opti-MEM to a final volume of 100 μL. For experiments in this manuscript, 3 µL of PEI was used per 1 µg of plasmid DNA. After 5 min, the 100 μL PEI solution was added to the 100 μL DNA solution, gently mixed, and allowed to incubate at room temperature for 10–15 min, after which the mixture was added to the cells.

### BRET and split luciferase assays

For all BRET and Split Luciferase assays, HEK293 cells seeded in six well plates were transiently transfected using the calcium phosphate method described previously unless otherwise indicated. To determine G protein nucleotide status, we took advantage of and modified a previously described two-component BRET sensor^36^. The first component of the biosensor consists of a plasma membrane targeting domain anchor, a synthetic peptide KB-1753 that selectively and reversibly binds to GTP-bound Gαi (Gαi 1–3)^37^, and a nanoluciferase BRET donor. By altering the identity of the lipid anchor, the sensor can be used to detect G protein activation at different cellular locations. Specifically, the GTP-bound Gαi sensor located at the plasma membrane (Mas-KB1753-NLuc) has a myristic attachment sequence (mas) targeting sequence (MGSSKSKTSNS)^36^. We generated a GTP-bound Gαi sensor with a 2x-Fyve targeting sequence from the hepatocyte growth factor-regulated tyrosine kinase substrate to target it to the endosome (2xFyve-KB1753-NLuc). When co-expressed with Gαi-mVenus, the sensor will bind to the active Gαi subunit following guanine nucleotide exchange of GDP for GTP and produce a BRET signal. G protein localization to endosomes irrespective of nucleotide status was detected using wild-type CXCR3, Gαi-LgBit, and 2xFyve-SmBit. The role of β-arrestin in receptor internalization was assessed using wild-type CXCR3 tagged with a C-terminal RLuc2, Myrpalm tagged mVenus or 2x-Fyve tagged mVenus, and rescue of β-arrestin 1, β-arrestin 2, both β-arrestin isoforms, or pcDNA 3.1 control. β-arrestin recruitment was assessed using wild-type CXCR3, SmBit- β-arrestin 2, and either 2xFyve-LgBit to detect β-arrestin 2 at endosomes or LgBit-CAAX to detect β-arrestin 2 at the plasma membrane. Location-specific BRET biosensors of downstream signaling (EPAC and EKAR) were transfected using PEI. The EPAC-based BRET biosensor^40^ consists of an N-terminal nanoluciferase and two C-terminal Venus constructs. Following the production of cAMP by the endogenously expressed Gαs-coupled β2-adrenergic receptor (β2AR), the BRET biosensor will bind cAMP and undergo a conformational change which leads to a decrease in BRET efficiency. The EKAR biosensor consists of a target substrate that, following phosphorylation by activated pERK, binds to a phosphorylation binding domain, causing a conformational change in the biosensor and subsequent change in BRET efficiency. Twenty-four hours after transfection, cells were washed with phosphate-buffered saline, collected with trypsin, and plated onto a clear bottom, white-walled, 96 well plate at 50,000–100,000 cells/well in clear minimum essential medium supplemented with 2% FBS, 1% P/S, 10 mM HEPES, 1x GlutaMax, and 1x Antibiotic-Antimycotic (Gibco). The next day, the media were removed, and cells were incubated at room temperature with 80 μL of 3 μM coelenterazine h in Hanks’ balanced salt solution (HBSS) (Gibco) supplemented with 5 mM HEPES for 5–10 min before adding ligand at the appropriate concentration. For BRET assays assessing CXCR3 internalization, HEK293 cells were stimulated with 100 nM of each chemokine and the data shown are average Net BRET ratios calculated between 25 and 30 min following stimulation. For EPAC assays, 100 nM chemokine and coelenterazine were added simultaneously and allowed to incubate for 15 min prior to the addition of 1 µM isoproterenol to promote cAMP formation. For split luciferase assays to assess Gαi-Lgbit and SmBit-β-arrestin 2 trafficking, as well as BRET EKAR and EPAC assays, three initial reads were taken prior to the addition of ligand to quantify baseline luminescence or BRET before adding ligand. Plates were read with a BioTek Synergy Neo2 plate reader set at 37 °C. All readings were performed using a kinetic protocol. BRET plates were read using a 480 nm wavelength filter and 530 nm wavelength filter. BRET ratios were calculated by dividing the 530 nm acceptor signal by the 480 nm donor signal. Net BRET ratios were calculated by subtracting the vehicle BRET ratio from the ligand stimulated BRET ratio. Split luciferase plates were read without a wavelength-specific filter. Baseline luminescence was subtracted from each read following ligand addition to calculate a change in luminescence after ligand stimulation and then normalized to vehicle treatment.

### Complex intramolecular fluorescent arsenical hairpin (FlAsH) BRET of β-arrestin 2

HEK293 cells seeded in six-well plates were transiently transfected with wild-type CXCR3, SmBit-tagged FlAsH 4 or 5, and either 2xFyve-LgBit or LgBit-CAAX using the calcium phosphate transfection protocol. In this complex FlAsH assay, CCPGCC tetracysteine sequences were inserted into a β-arrestin 2 construct following amino acids 225 in FlAsH 4 and 263 in FlAsH 5^52^. These tetracysteine motifs are capable of binding the organoarsenic compound FlAsH-EDT_2_. The original FlAsH constructs have an N-terminal luciferase which, in the complex FlAsH assay, is replaced with a SmBit^52^. When the β-arrestin 2 complex FlAsH construct is recruited to one of the tagged intracellular locations, complementation occurs between the LgBit and SmBit, creating a functional nanoluciferase protein. The produced luminescent signal (~460 nm) can undergo resonance energy transfer (RET) with the intramolecular FlAsH-EDT_2_, which serves as an acceptor moiety to produce a BRET signal (~530 nm). The efficiency of RET depends on the distance and conformation between the split nanoluciferase and FlAsH-EDT_2_. Thus, this assay provides a readout of β-arrestin 2 conformation as measured between the N-terminus and two different locations on the β-arrestin 2 C-domain at specific subcellular locations. Twenty-four hours after transfection, cells were plated onto clear-bottomed, rat-tail collagen-coated, white-walled, Costar 96-well plates at 100,000 cells/well in minimum essential medium (Gibco) supplemented with 10% fetal bovine serum and 1% P/S. The following day, cells were washed with 50 μL of HBSS (Gibco). 100 μL of 2.5 μM FlAsH-EDT_2_ in HBSS was added for arsenical labeling, and cells were incubated in the dark at 37 °C for 45 min. FlAsH-EDT_2_ was aspirated, and the cells were washed with 130 μL of 250 μM 2,3 dimercaptopropanol (BAL) wash buffer. Cells were then incubated at room temperature with 80 μL of 3 μM coelenterazine h in Hanks’ balanced salt solution (Gibco) supplemented with 20 mM HEPES for 5–10 min. Following a 5-min incubation in 37 °C, three prereads were taken to measure baseline BRET ratios. Chemokine was then added to 100 nM final concentration. Plates were read with a BioTek Synergy Neo2 using a 480 nm wavelength filter and 530 nm wavelength filter. Readings were performed using a kinetic protocol. BRET ratios were calculated by dividing the 530 nm signal by 480 nm signal. Net BRET values were calculated as described above by averaging six consecutive BRET values and normalizing them to vehicle control. Net BRET values of β-arrestin 2 conformation using the membrane tag LgBit-CAAX were calculated at 5 min following ligand stimulation, while Net BRET values using the endosome tag 2xFyve-LgBit were calculated at 20 min following ligand stimulation.

### Immunoblotting

Immunoblotting was performed as described previously^27^. HEK293 cells seeded in 12 well plates were transiently transfected with wild-type CXCR3 and either pcDNA 3.1 or Dynamin K44A using the calcium phosphate transfection method. 24 h after transfection, cells were serum starved in minimum essential medium supplemented with 0.01% bovine serum albumin (BSA) and 1% (P/S) for 16 h. The cells were then stimulated with 100 nM chemokine or vehicle control for 5, 30, or 60 min, washed with ice-cold PBS, and lysed in ice-cold RIPA buffer supplemented with phosphatase and protease inhibitors (Phos-STOP (Roche), cOmplete EDTA free (Sigma)). The samples were rotated at 4 °C for forty-five minutes and cleared of insoluble debris by centrifugation at 17,000 *g* at 4 °C for 15 min, after which the supernatant was collected. Protein was resolved on SDS-10% polyacrylamide gels, transferred to nitrocellulose membranes, and immunoblotted with the indicated primary antibody overnight at 4 °C. phospho-ERK at 1:1000 dilution (Cell Signaling Technology, #9106) and total ERK at 1:1000 dilution (Millipore Sigma, #06-182) antibodies were used to assess ERK activation. Horseradish peroxidase-conjugated anti-rabbit-IgG (Rockland #611-7302) or anti-mouse-IgG (Rockland #610-603-002) at 1:3000 dilution were used as secondary antibodies. The nitrocellulose membranes were imaged by SuperSignal enhanced chemiluminescent substrate (Thermo Fisher) using a ChemiDoc MP Imaging System (Bio-Rad). Following detection of pERK signal, nitrocellulose membranes were stripped and reblotted for tERK at 1:1000 dilution. Relative ERK activation was calculated by dividing the intensity of pERK by tERK and comparing this ratio for a specific experimental condition to that of vehicle treatment. Images were processed using Image Lab 6.1 (BioRad).

### Transcriptional reporter assays—SRE and SRE-SF

HEK293 cells seeded in six-well plates were transiently transfected with SRE or SRF-RE reporter plasmids, wild-type CXCR3, and either pcDNA 3.1 or Dynamin K44A using the PEI transfection method. Twenty-four hours after transfection, cells were washed with PBS, collected with trypsin, and plated onto a clear bottom, white-walled, 96 well plate at 50,000–100,000 cells/well and starved overnight in serum-free minimum-essential media (Gibco) supplemented with 1% P/S. The cells were then incubated with 100 nM CXCL9, CXCL10, or CXCL11 for 6 h. The wells were aspirated and then incubated with 1.6 mM luciferin in Hanks’ balanced salt solution (Gibco) supplemented with 20 mM HEPES for ten minutes. Luminescence was quantified at 480 nm using a BioTek Synergy Neo2 plate reader set at 37 °C. Transcriptional activity was quantified by calculating the fold-change in luminescence of ligand-treated cells from vehicle-treated cells. The fold-change was then normalized to maximum signal.

### Confocal microscopy

HEK293 cells were plated on rat-tail-collagen-coated 35 mm glass-bottomed dishes (MatTek Corporation, Ashland, MA) and transiently transfected using PEI with the listed constructs. Forty-eight hours following transfection, the cells were washed once with PBS and then serum starved for 1 h. The cells were subsequently treated with a control of serum-free media or the listed chemokine at 100 nM or VUF10661 at 10 µM for 45 min at 37 °C. Following stimulation, the cells were washed once with HBSS and fixed at room temperature in the dark in a 6% formaldehyde solution for 20 min. Cells were subsequently washed four times with PBS and then imaged. The cells were imaged with a Zeiss CSU-X1 spinning disk confocal microscope using the corresponding lasers for GFP (480 nm excitation), RFP (561 nm excitation), and mCerulean (433 nm excitation). Images were analyzed using ImageJ 2.3.0 (NIH, Bethesda, MD).

### RNA sequencing

Primary, negatively selected, CD8 + T cells were obtained commercially (*Precision for Medicine*, Bethesda, MD). T cells were cultured in RPMI medium 1640 containing 10% FBS, 1% P/S at 37 °C, and 5% CO_2_. Prior to stimulation, T-cells were activated and expanded using anti-CD3 and anti-CD28 magnetic beads, and subsequently recultured without magnetic beads, as previous work has shown that this protocol increases T-cell count and surface expression of CXCR3^81^. Specifically, T cells were activated using CD3/CD28 T-cell Dynabeads (Thermo Fischer) at a 1:1 bead:cell ratio for three days and then cultured without Dynabeads for three more days in fresh media. Cells were starved for four hours in RPMI medium 1640 containing 0.01% BSA and 1% P/S and subsequently stimulated with vehicle or chemokine for 2 h. Total RNA was extracted using the RNeasy Plus RNA Extraction Kit (Qiagen). RNA sequencing was conducted by Novogene Co. (Beijing, China). Differential expression analysis between two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (2_1.6.3). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate. Genes with an adjusted *P* value < 0.05 found by DESeq2 were assigned as differentially expressed. For heat maps, genes with an adjusted *p* value < 0.05 were considered as differentially expressed. For UpSet plots, genes with an adjusted *p* value < 0.05 and |log2(Foldchange)| > 0.3 are shown. For Volcano plots, genes with an adjusted *p* value < 0.05 and |log2(Foldchange)| > 0.4 are labeled. Gene set enrichment analysis was performed to determine whether chemokine treatments generated significant differences for a priori-defined set of genes from the Molecular Signatures database version 7.5.1 (https://www.gsea-msigdb.org/gsea/index.jsp).

### Quantitative polymerase chain reaction (qPCR)

RNA isolated from peripheral blood mononuclear cells was reverse transcribed into complementary DNA (cDNA) using the iScript cDNA synthesis kit (Bio-Rad) according to the manufacturer’s instructions. cDNA was analyzed using iTaq Universal SYBR Green Supermix (Bio-Rad) using the CXCR3 primers 5′ GCCATGGTCCTTGAGGTGAG 3′ and 5′ GGAGGTACAGCACGAGTCAC 3′ and 18s rRNA primers forward 5′ GTAACCCGTTGAACCCCATT 3’ and 5′ CCATCCAATCGGTAGTAGCG 3′. cDNA levels were measured using an Applied Biosystems 7300 Real-Time PCR system. PCR was performed first through polymerase activation and denaturation at 95 °C for 30 s. cDNA then underwent 40 cycles of denaturation at 95 °C for 15 s, and annealed, extension, and reading at 60 °C for 60 s. Data are expressed as fold change (2^−∆∆Ct^) of each target gene compared to 18s rRNA, and then normalized to No Treatment control.

### DNFB contact hypersensitivity murine model

Seven-week-old mice were split into groups of 7–10 mice when sensitized. Animals were randomly assigned to treatment groups and investigators were blinded to pharmacologic treatments. Mice were initially sensitized by topical application of 50 µL of 0.5% DNFB (Sigma Aldrich) in a 4:1 acetone:olive oil solution on their shaved back. Four days later, they were challenged on their ears with 10 µL of 0.3% DNFB with or without Dyngo 4a (50 µM). 4, 24, and 48 h later, 10 µL of either vehicle control, VUF10661 (50 µM), Dyngo 4a (50 µM), or VUF10661 and Dyngo 4a (both at 50 µM) dissolved in a 72:18:10 acetone:olive oil:DMSO solution was applied to the ear by a blinded investigator. Ear thickness was measured at the listed time points with an engineer’s micrometer (Standard Gage). To determine if Dyngo 4a had any effect on ear thickness in the absence of DNFB, we performed the above experiment in the absence of DNFB or VUF10661 and measured mouse ear thickness until 96 h after initial Dyngo 4a treatment.

### CXCR3 ligands

Recombinant Human CXCL9, CXCL10, and CXCL11 (PeproTech) were diluted according to the manufacturer’s specifications, and aliquots were stored at −80 °C until needed for use. VUF10661 (Sigma-Aldrich) was reconstituted in dimethyl sulfoxide and were stored at −20 °C in a desiccator cabinet.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE192679. Molecular Signatures Database v 7.5.1 was used for Gene Set Enrichment Analysis studies. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Zhang Y, Devries ME, Skolnick J (2006). Structure modeling of all identified G protein-coupled receptors in the human genome. PLoS Comput. Biol..

[2] Sriram K, Insel PA (2018). G protein-coupled receptors as targets for approved drugs: how many targets and how many drugs?. Mol. Pharm..

[3] Wootten D, Christopoulos A, Marti-Solano M, Babu MM, Sexton PM (2018). Mechanisms of signalling and biased agonism in G protein-coupled receptors. Nat. Rev. Mol. Cell Biol..

[4] Kamal M, Jockers R (2011). Biological significance of GPCR heteromerization in the neuro-endocrine system. Front. Endocrinol..

[5] Zalewska M, Siara M, Sajewicz W (2014). G protein-coupled receptors: abnormalities in signal transmission, disease states and pharmacotherapy. Acta Pol. Pharm..

[6] Smith JS, Lefkowitz RJ, Rajagopal S (2018). Biased signalling: from simple switches to allosteric microprocessors. Nat. Rev. Drug Discov..

[7] Calebiro D (2009). Persistent cAMP-signals triggered by internalized G-protein-coupled receptors. PLoS Biol..

[8] Irannejad R (2017). Functional selectivity of GPCR-directed drug action through location bias. Nat. Chem. Biol..

[9] Tsvetanova NG, von Zastrow M (2014). Spatial encoding of cyclic AMP signaling specificity by GPCR endocytosis. Nat. Chem. Biol..

[10] Kunselman, J.M., Gupta, A., Gomes, I., Devi, L.A. & Puthenveedu, M.A. Compartment-specific opioid receptor signaling is selectively modulated by different dynorphin peptides. *Elife***10**, e60270 (2021).10.7554/eLife.60270PMC811286233908346

[11] Bowman SL, Shiwarski DJ, Puthenveedu MA (2016). Distinct G protein-coupled receptor recycling pathways allow spatial control of downstream G protein signaling. J. Cell Biol..

[12] Irannejad R, Tsvetanova NG, Lobingier BT, von Zastrow M (2015). Effects of endocytosis on receptor-mediated signaling. Curr. Opin. Cell Biol..

[13] Irannejad R, von Zastrow M (2014). GPCR signaling along the endocytic pathway. Curr. Opin. Cell Biol..

[14] Irannejad R (2013). Conformational biosensors reveal GPCR signalling from endosomes. Nature.

[15] Ferrandon S (2009). Sustained cyclic AMP production by parathyroid hormone receptor endocytosis. Nat. Chem. Biol..

[16] Kotowski SJ, Hopf FW, Seif T, Bonci A, von Zastrow M (2011). Endocytosis promotes rapid dopaminergic signaling. Neuron.

[17] Crilly, S.E., Ko, W., Weinberg, Z.Y. & Puthenveedu, M.A. Conformational specificity of opioid receptors is determined by subcellular location irrespective of agonist. *Elife***10**, e67478 (2021).10.7554/eLife.67478PMC820881434013886

[18] Mohammad Nezhady MA, Rivera JC, Chemtob S (2020). Location bias as emerging paradigm in GPCR biology and drug discovery. iScience.

[19] Thomsen ARB, Jensen DD, Hicks GA, Bunnett NW (2018). Therapeutic targeting of endosomal G-protein-coupled receptors. Trends Pharm. Sci..

[20] Jensen, D.D. et al. Neurokinin 1 receptor signaling in endosomes mediates sustained nociception and is a viable therapeutic target for prolonged pain relief. *Sci. Transl. Med.***9**, eaal3447 (2017).10.1126/scitranslmed.aal3447PMC603463228566424

[21] Jimenez-Vargas, N.N. et al. Agonist that activates the micro-opioid receptor in acidified microenvironments inhibits colitis pain without side effects. *Gut* 695–704 (2021).10.1136/gutjnl-2021-324070PMC860855433785555

[22] Eiger DS, Boldizsar N, Honeycutt CC, Gardner J, Rajagopal S (2021). Biased agonism at chemokine receptors. Cell Signal.

[23] Groom JR, Luster AD (2011). CXCR3 in T cell function. Exp. Cell Res..

[24] Colvin RA, Campanella GS, Manice LA, Luster AD (2006). CXCR3 requires tyrosine sulfation for ligand binding and a second extracellular loop arginine residue for ligand-induced chemotaxis. Mol. Cell Biol..

[25] Colvin RA, Campanella GS, Sun J, Luster AD (2004). Intracellular domains of CXCR3 that mediate CXCL9, CXCL10, and CXCL11 function. J. Biol. Chem..

[26] Smith JS (2017). C-X-C motif chemokine receptor 3 splice variants differentially activate beta-arrestins to regulate downstream signaling pathways. Mol. Pharm..

[27] Smith, J.S. et al. Biased agonists of the chemokine receptor CXCR3 differentially control chemotaxis and inflammation. *Sci. Signal***11**, eaaq1075 (2018).10.1126/scisignal.aaq1075PMC632929130401786

[28] Meiser A (2008). The chemokine receptor CXCR3 is degraded following internalization and is replenished at the cell surface by de novo synthesis of receptor. J. Immunol..

[29] Lefkowitz RJ, Shenoy SK (2005). Transduction of receptor signals by beta-arrestins. Science.

[30] Claing A (2001). beta-Arrestin-mediated ADP-ribosylation factor 6 activation and beta 2-adrenergic receptor endocytosis. J. Biol. Chem..

[31] McDonald PH (1999). Identification of NSF as a beta-arrestin1-binding protein. Implications for beta2-adrenergic receptor regulation. J. Biol. Chem..

[32] Laporte SA (1999). The beta2-adrenergic receptor/betaarrestin complex recruits the clathrin adaptor AP-2 during endocytosis. Proc. Natl Acad. Sci. USA.

[33] Goodman OB (1996). Beta-arrestin acts as a clathrin adaptor in endocytosis of the beta2-adrenergic receptor. Nature.

[34] Alvarez-Curto E (2016). Targeted elimination of G proteins and arrestins defines their specific contributions to both intensity and duration of G protein-coupled receptor signaling. J. Biol. Chem..

[35] Luttrell, L.M. et al. Manifold roles of beta-arrestins in GPCR signaling elucidated with siRNA and CRISPR/Cas9. *Sci. Signal***11**, eaat7650 (2018).10.1126/scisignal.aat7650PMC636904030254056

[36] Maziarz M (2020). Revealing the activity of trimeric G-proteins in live cells with a versatile biosensor design. Cell.

[37] Johnston CA (2008). State-selective binding peptides for heterotrimeric G-protein subunits: novel tools for investigating G-protein signaling dynamics. Comb. Chem. High. Throughput Screen.

[38] Berchiche YA, Sakmar TP (2016). CXC chemokine receptor 3 alternative splice variants selectively activate different signaling pathways. Mol. Pharm..

[39] Oldham WM, Hamm HE (2008). Heterotrimeric G protein activation by G-protein-coupled receptors. Nat. Rev. Mol. Cell Biol..

[40] Masuho I (2015). Distinct profiles of functional discrimination among G proteins determine the actions of G protein-coupled receptors. Sci. Signal.

[41] Damke H, Baba T, Warnock DE, Schmid SL (1994). Induction of mutant dynamin specifically blocks endocytic coated vesicle formation. J. Cell Biol..

[42] Musheshe N, Schmidt M, Zaccolo M (2018). cAMP: from long-range second messenger to nanodomain signalling. Trends Pharm. Sci..

[43] Calebiro D, Maiellaro I (2014). cAMP signaling microdomains and their observation by optical methods. Front. Cell Neurosci..

[44] Peng GE, Pessino V, Huang B, von Zastrow M (2021). Spatial decoding of endosomal cAMP signals by a metastable cytoplasmic PKA network. Nat. Chem. Biol..

[45] Jean-Charles PY, Kaur S, Shenoy SK (2017). G protein-coupled receptor signaling through beta-arrestin-dependent mechanisms. J. Cardiovasc. Pharm..

[46] Oakley RH, Laporte SA, Holt JA, Caron MG, Barak LS (2000). Differential affinities of visual arrestin, beta arrestin1, and beta arrestin2 for G protein-coupled receptors delineate two major classes of receptors. J. Biol. Chem..

[47] Rajagopal S (2013). Biased agonism as a mechanism for differential signaling by chemokine receptors. J. Biol. Chem..

[48] Cahill TJ (2017). Distinct conformations of GPCR-β-arrestin complexes mediate desensitization, signaling, and endocytosis. Proc. Natl Acad. Sci. USA.

[49] Coffa S (2011). The effect of arrestin conformation on the recruitment of c-Raf1, MEK1, and ERK1/2 activation. PLoS One.

[50] Eichel K (2018). Catalytic activation of beta-arrestin by GPCRs. Nature.

[51] Latorraca NR (2018). Molecular mechanism of GPCR-mediated arrestin activation. Nature.

[52] Lee MH (2016). The conformational signature of beta-arrestin2 predicts its trafficking and signalling functions. Nature.

[53] Shukla AK (2013). Structure of active beta-arrestin-1 bound to a G-protein-coupled receptor phosphopeptide. Nature.

[54] Chen Q, Iverson TM, Gurevich VV (2018). Structural basis of arrestin-dependent signal transduction. Trends Biochem. Sci..

[55] Rajagopal S (2011). Quantifying ligand bias at seven-transmembrane receptors. Mol. Pharm..

[56] Gregory KJ, Hall NE, Tobin AB, Sexton PM, Christopoulos A (2010). Identification of orthosteric and allosteric site mutations in M2 muscarinic acetylcholine receptors that contribute to ligand-selective signaling bias. J. Biol. Chem..

[57] Grundmann M (2018). Lack of beta-arrestin signaling in the absence of active G proteins. Nat. Commun..

[58] Harvey CD (2008). A genetically encoded fluorescent sensor of ERK activity. Proc. Natl Acad. Sci. USA.

[59] Tsvetanova NG, Irannejad R, von Zastrow M (2015). G protein-coupled receptor (GPCR) signaling via heterotrimeric G proteins from endosomes. J. Biol. Chem..

[60] Hill CS, Wynne J, Treisman R (1995). The Rho family GTPases RhoA, Rac1, and CDC42Hs regulate transcriptional activation by SRF. Cell.

[61] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[62] Schmidt EV (1999). The role of c-myc in cellular growth control. Oncogene.

[63] McCluskey A (2013). Building a better dynasore: the dyngo compounds potently inhibit dynamin and endocytosis. Traffic.

[64] Eichel K, Jullie D, von Zastrow M (2016). beta-Arrestin drives MAP kinase signalling from clathrin-coated structures after GPCR dissociation. Nat. Cell Biol..

[65] Mantovani A (1999). The chemokine system: redundancy for robust outputs. Immunol. Today.

[66] Rabin RL (1999). Chemokine receptor responses on T cells are achieved through regulation of both receptor expression and signaling. J. Immunol..

[67] Mikucki ME (2015). Non-redundant requirement for CXCR3 signalling during tumoricidal T-cell trafficking across tumour vascular checkpoints. Nat. Commun..

[68] Corbisier J, Galès C, Huszagh A, Parmentier M, Springael JY (2015). Biased signaling at chemokine receptors. J. Biol. Chem..

[69] Eichel K, von Zastrow M (2018). Subcellular organization of GPCR signaling. Trends Pharm. Sci..

[70] Pavlos NJ, Friedman PA (2017). GPCR signaling and trafficking: the long and short of it. Trends Endocrinol. Metab..

[71] Kumari P (2016). Functional competence of a partially engaged GPCR-beta-arrestin complex. Nat. Commun..

[72] Thomsen ARB (2016). GPCR-G protein-beta-arrestin super-complex mediates sustained G protein signaling. Cell.

[73] Nguyen AH (2019). Structure of an endosomal signaling GPCR-G protein-beta-arrestin megacomplex. Nat. Struct. Mol. Biol..

[74] Whitmarsh AJ, Shore P, Sharrocks AD, Davis RJ (1995). Integration of MAP kinase signal transduction pathways at the serum response element. Science.

[75] Khater M (2021). G protein beta-gamma translocation to the Golgi apparatus activates MAPK via p110gamma-p101 heterodimers. J. Biol. Chem..

[76] Karl K, Paul MD, Pasquale EB, Hristova K (2020). Ligand bias in receptor tyrosine kinase signaling. J. Biol. Chem..

[77] *Guide for the Care and Use of Laboratory Animals* (ed. 8th) (Washington (DC), 2011).

[78] Olsson IAS, Westlund K (2007). More than numbers matter: the effect of social factors on behaviour and welfare of laboratory rodents and non-human primates. Appl. Anim. Behav. Sci..

[79] Jirkof P (2020). The effect of group size, age and handling frequency on inter-male aggression in CD 1 mice. Sci. Rep..

[80] Pack TF, Orlen MI, Ray C, Peterson SM, Caron MG (2018). The dopamine D2 receptor can directly recruit and activate GRK2 without G protein activation. J. Biol. Chem..

[81] Nakajima C (2002). Induction of the chemokine receptor CXCR3 on TCR-stimulated T cells: dependence on the release from persistent TCR-triggering and requirement for IFN-gamma stimulation. Eur. J. Immunol..

# Supplementary material for: Location bias contributes to functionally selective responses of biased CXCR3 agonists
**Source:** Nat Commun. 2022 Oct 4;13:5846. doi: 10.1038/s41467-022-33569-2
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTAL INFORMATION**

**TITLE:**

Location bias contributes to functionally selective responses of biased CXCR3 agonists

**AUTHORS:**

Dylan Scott Eiger^1^

Noelia Boldizsar^2^

Christopher Cole Honeycutt^2^

Julia Gardner^2^

Stephen Kirchner^3,4^

Chloe Hicks^2^

Issac Choi^5^

Uyen Pham^1^

Kevin Zheng^6^

Anmol Warman^2^

Jeffrey S. Smith^6-10^

Jennifer Y. Zhang^3, 11^

Sudarshan Rajagopal^1,5,*^

Supplementary Information:

- **Supplementary Figure 1:** Raw luminescence values of KB-1753-nLuc constructs and alternative data normalization. Related to Figure 2.
- **Supplementary Figure 2:** Gai mediated cAMP inhibition at CXCR3 as measured using a nuclear localized cAMP sensor. Related to Figure 3.
- **Supplementary Figure 3:** Plot of maximal G protein and b-arrestin signaling at different subcellular locations. Related to Figure 4.
- **Supplementary Figure 4:** ERK activation at 30 and 60 minutes and premise of ERK biosensor. Related to Figure 5.
- **Supplementary Figure 5:** Approach and source data for RNA-seq to assess transcription in CD8+ T cells. Related to Figure 6.
- **Supplementary Table 1:** Key resources and DNA constructs used in this study.

**
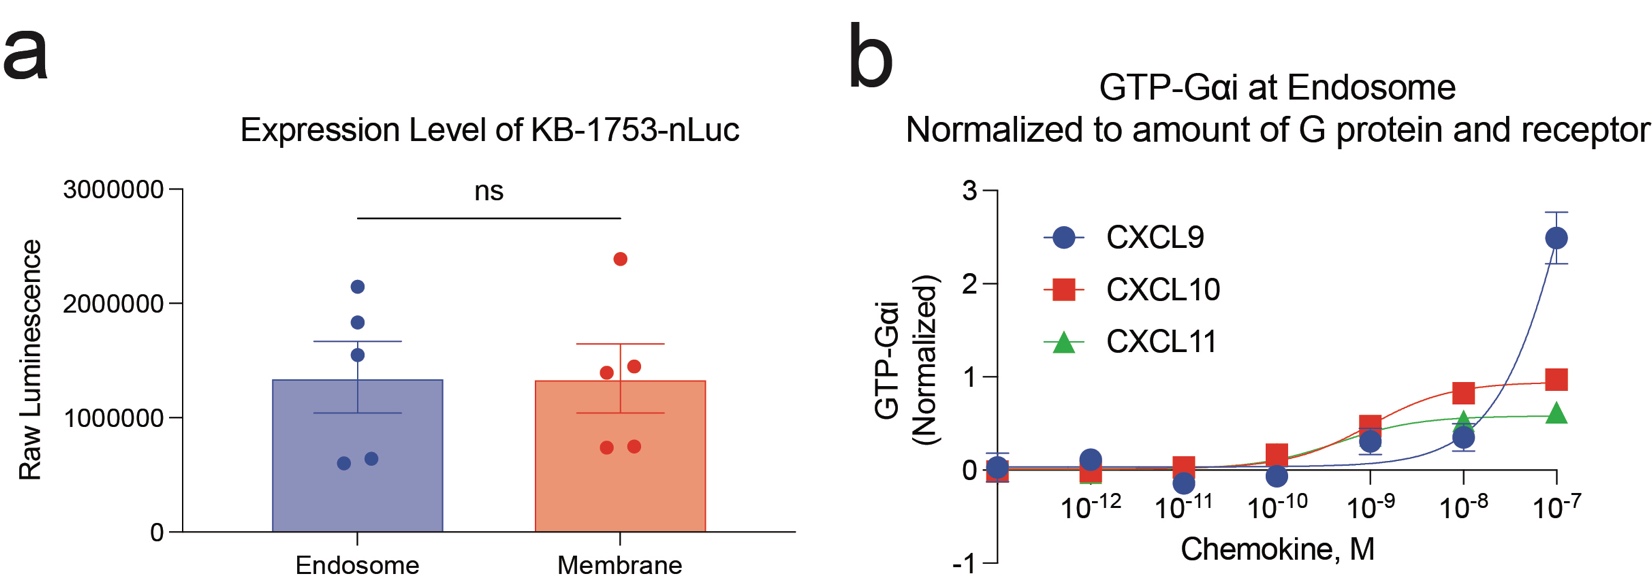
**

**Supplementary Figure 1: Raw luminescence values of KB-1753-nLuc constructs and alternative data normalization. Related to Figure 2**. (A) Raw luminescence values of the KB-1753-nLuc constructs at the endosome and the plasma membrane. Data are the mean ± SEM, n = 5 independent plate-based experiments. ns P ≥.05. denotes statistically significant differences between paired luminescence averages between the location specific nanoluciferase construct as measured using a two-sided paired t-test. (B) Alternative normalization approach for assessing G protein activation. Specifically, the amount of active G protein (Figure 2c-d) normalized to maximum signal was divided by the amount of total G protein (Figure 2i-j) normalized to maximum signal which was further divided by the amount of receptor present in endosomes (Figure 1a) normalized to maximum signal.

**
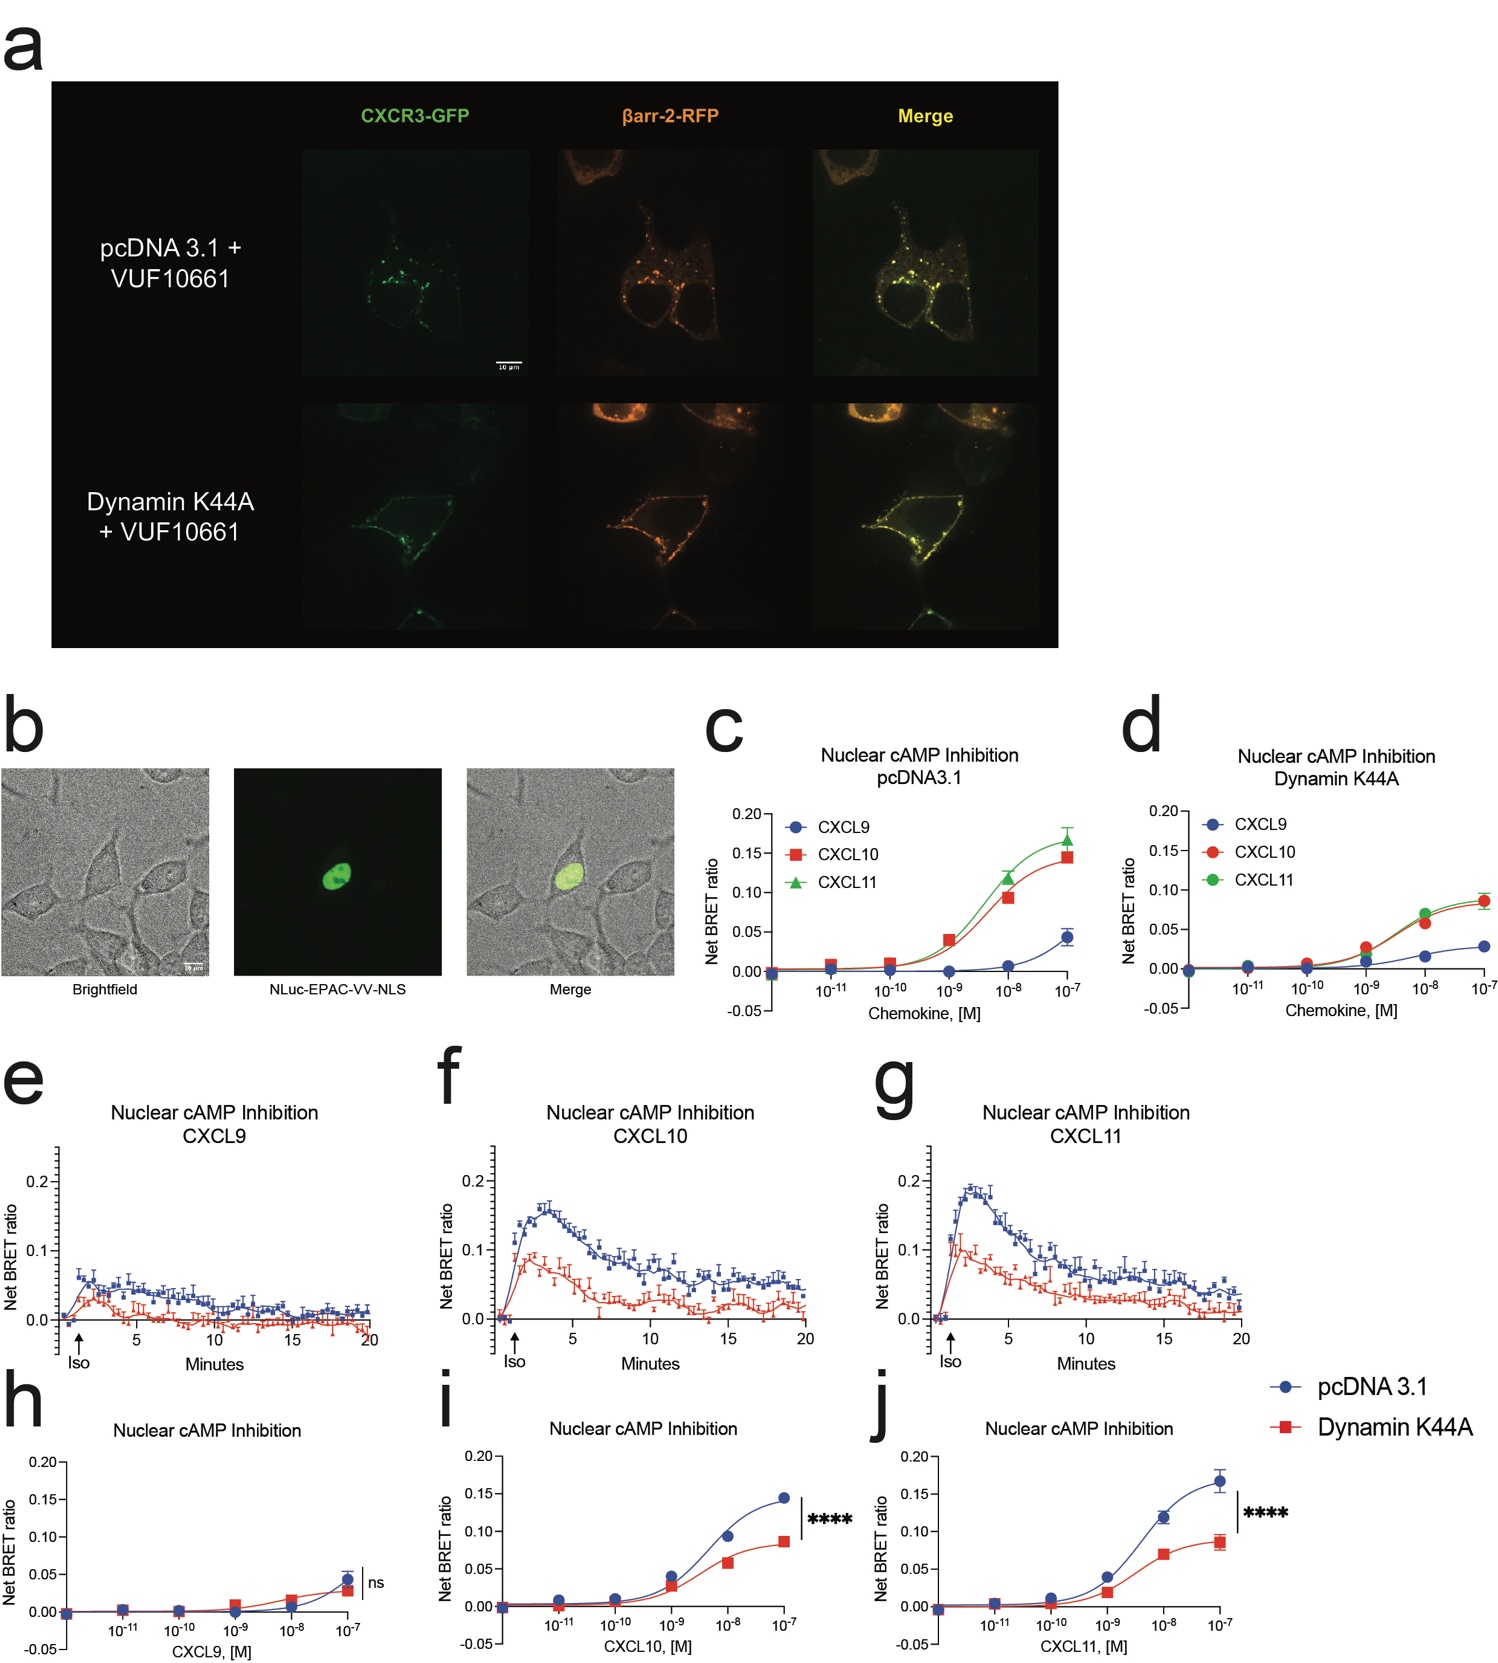
**

**Supplementary Figure 2: Gαi mediated cAMP inhibition at CXCR3 as measured using a nuclear localized cAMP sensor. Related to Figure 3. (a)** Confocal microscopy images of HEK293 cells transfected with CXCR3-GFP, β-arrestin 2-RFP (β-arr-2-RFP), and either pcDNA 3.1 or Dynamin K44A demonstrating successful inhibition of endocytosis with overexpression of Dynamin K44A. following stimulation with 1µM VUF10661 for 45 minutes **(b)** Confocal and brightfield microscopy images of HEK293 cells transfected with a nuclear localized cAMP BRET biosensor (NLuc-EPAC-VV-NLS). Agonist dose-dependent inhibition of isoproterenol-induced nuclear cAMP production by the chemokine in HEK293 cells with concurrent transfection of **(c)** pcDNA 3.1 or **(d)** Dynamin K44A to inhibit internalization. **(e to g)** Kinetic data (100nM chemokine) and **(h to j)** agonist dose-dependent inhibition of cAMP signal, as measured between 3- and 5-minutes, in HEK293 cells treated with chemokine. Data are the mean ± SEM, n = 5 independent plate-based experiments. Extra sum of squares F test was used for **(h-j)** ns P ≥.05, * P 0.01-0.05, ** P 0.001-0.01, *** P 0.0001 to 0.001, **** P < 0.0001 denotes statistically significant differences between E_max_ for dose response data of pcDNA 3.1 versus Dynamin K44A transfection conditions at each ligand.

**
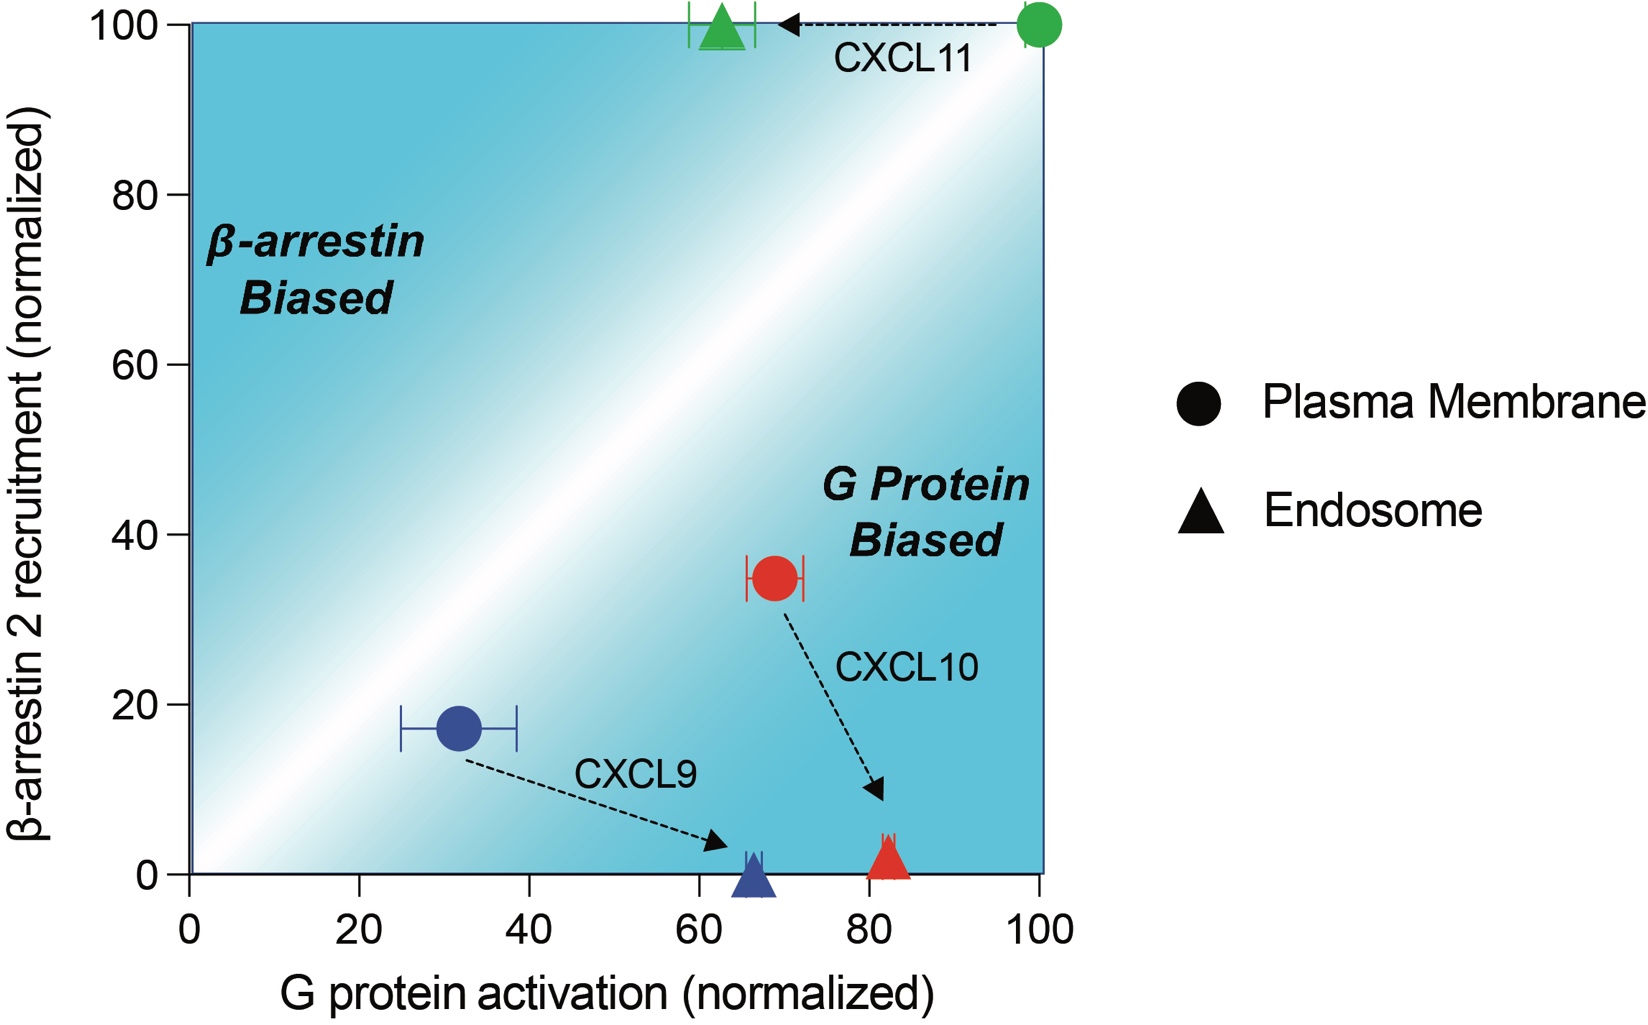
**

**Supplementary Figure 3: Plot of maximal G protein and β-arrestin signaling at different subcellular locations. Related to Figure 4.** Plot of maximal G protein activation and β-arrestin 2 recruitment at the plasma membrane and endosome. All data are normalized to the values for CXCL11 at the plasma membrane. Gαi activation at the endosome was calculated by dividing the relative amount of endosomal Gαi-GTP by total endosomal Gαi. Data shown are derived from Figures 2 and 3. Specifically, mean values and error bars of G protein activation are determined by taking maximum Gαi-GTP for each chemokine from Figure 2e-g and dividing this data by total maximal GαI for each chemokine from figure 2i. Total GαI at the plasma membrane is assumed to be the same for each chemokine. For β-arrestin 2 recruitment, mean values and error bars are obtained from figures 4b and 4d.

**
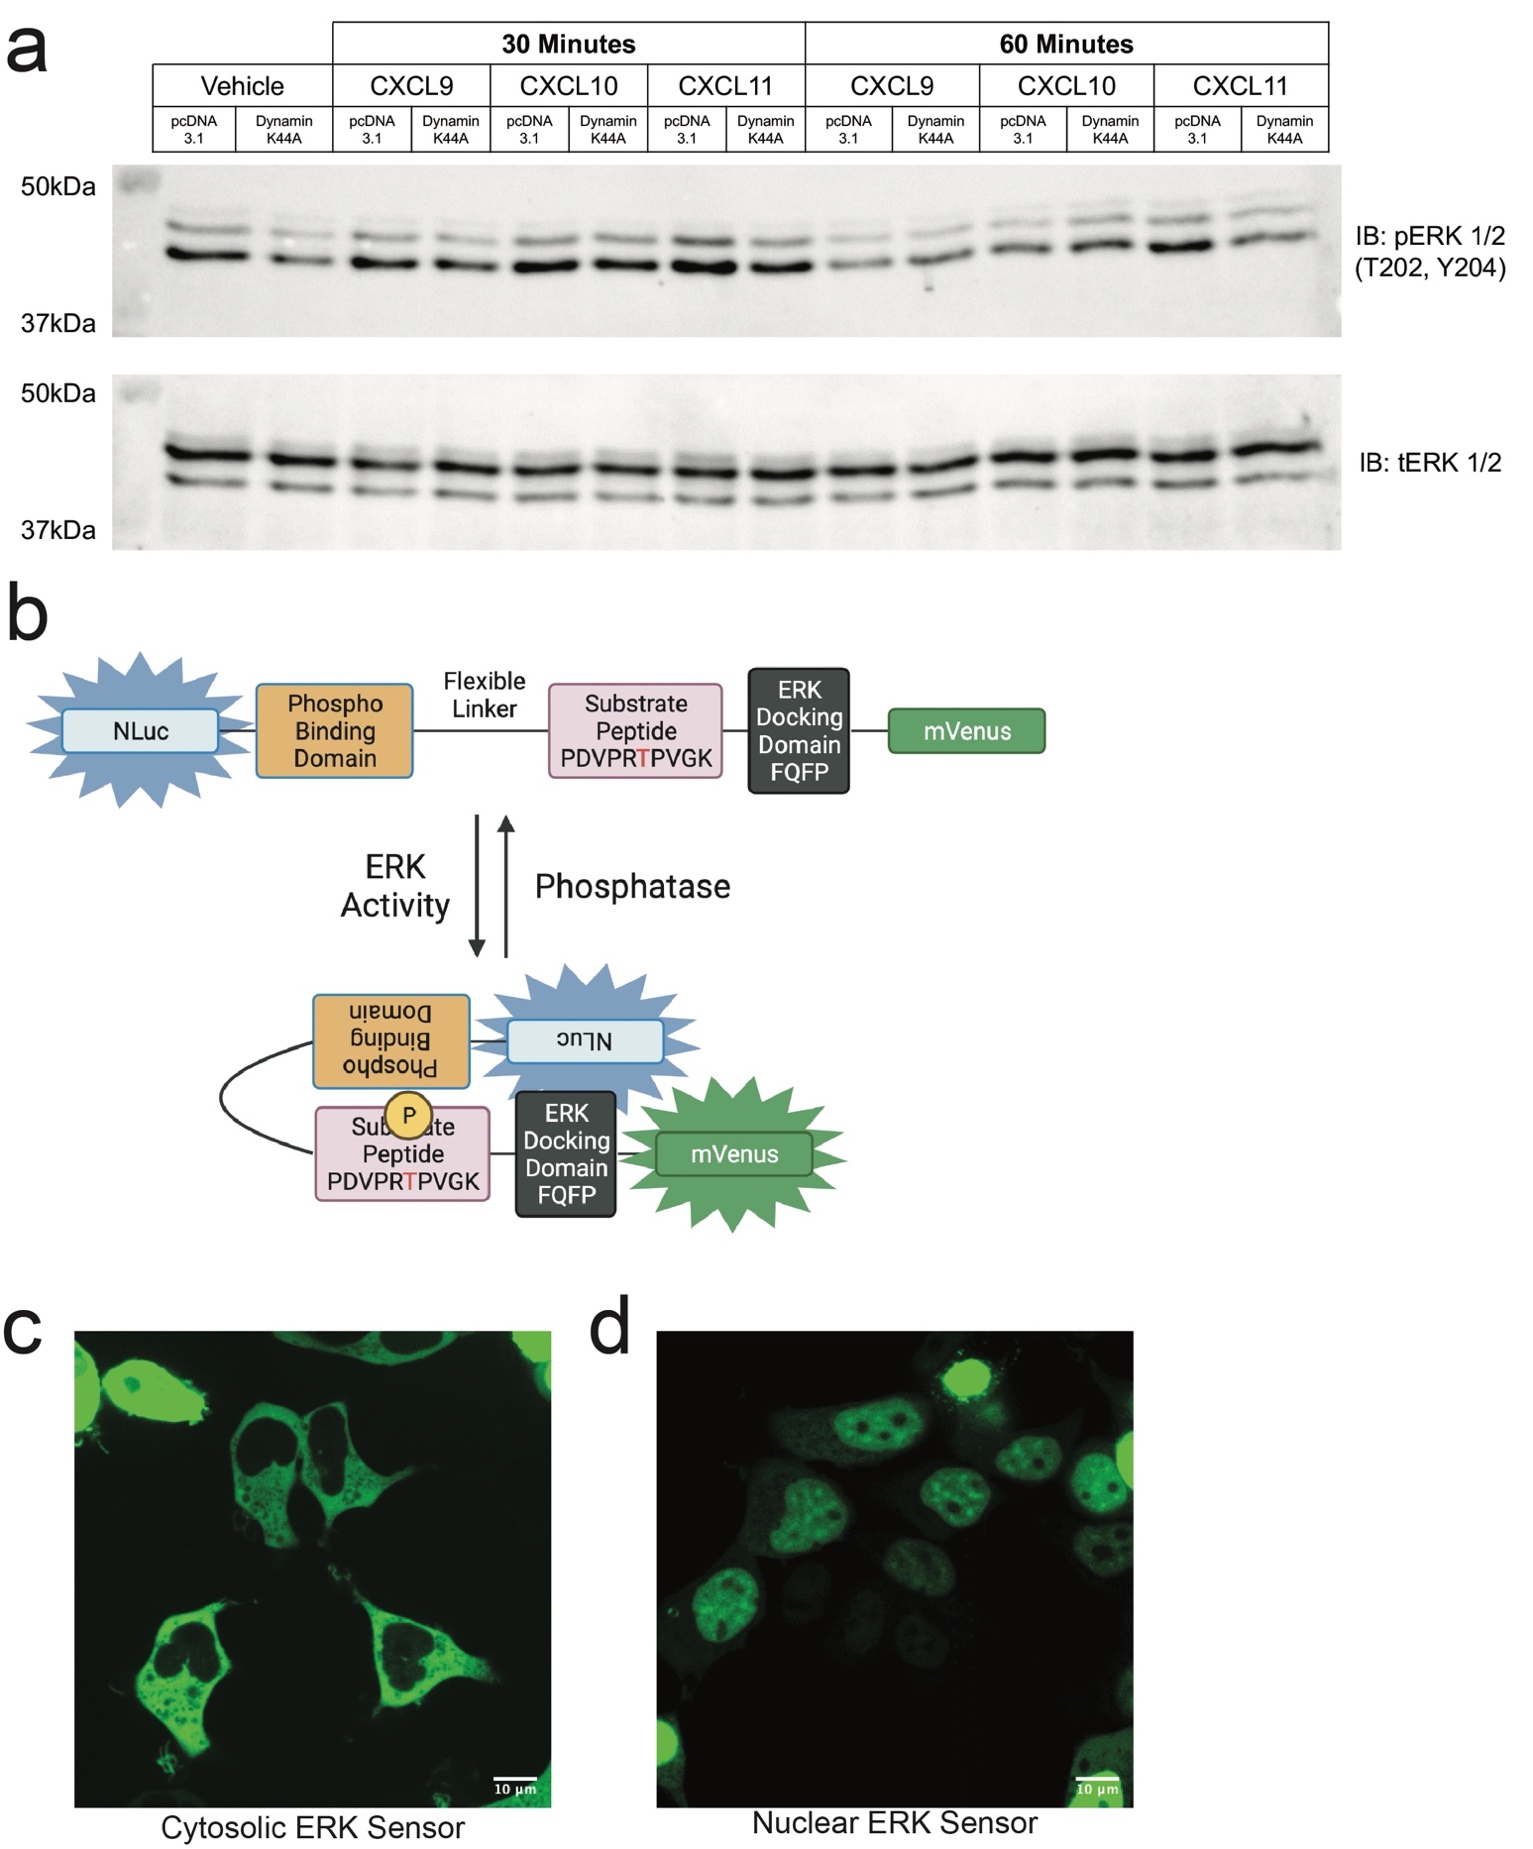
**

**Supplementary Figure 4: ERK activation at 30 and 60 minutes and premise of ERK biosensor. Related to Figure 5. (a)** Representative immunoblot of n=5 independent experiments of ERK1/2 phosphorylation following 30 and 60 minutes of stimulation with vehicle control or 100nM of chemokine with transfection of pcDNA 3.1 or Dynamin K44A. **(b)** Schematic of the BRET based ERK biosensor^58^. The biosensor consists of an N-terminal nanoluciferase (NLuc), phosphobinding domain, flexible linker, ERK substrate peptide, ERK docking domain, and C-terminal mVenus. Following phosphorylation of the target peptide by activated ERK, the phosphobinding domain will complex with the phosphothreonine, bringing the NLuc and mVenus in close proximity to generate a BRET signal. **(c and d)** Confocal microscopy of the ERK biosensors targeted to the cytoplasm or the nucleus. Images are representative of three independent replicates.

**
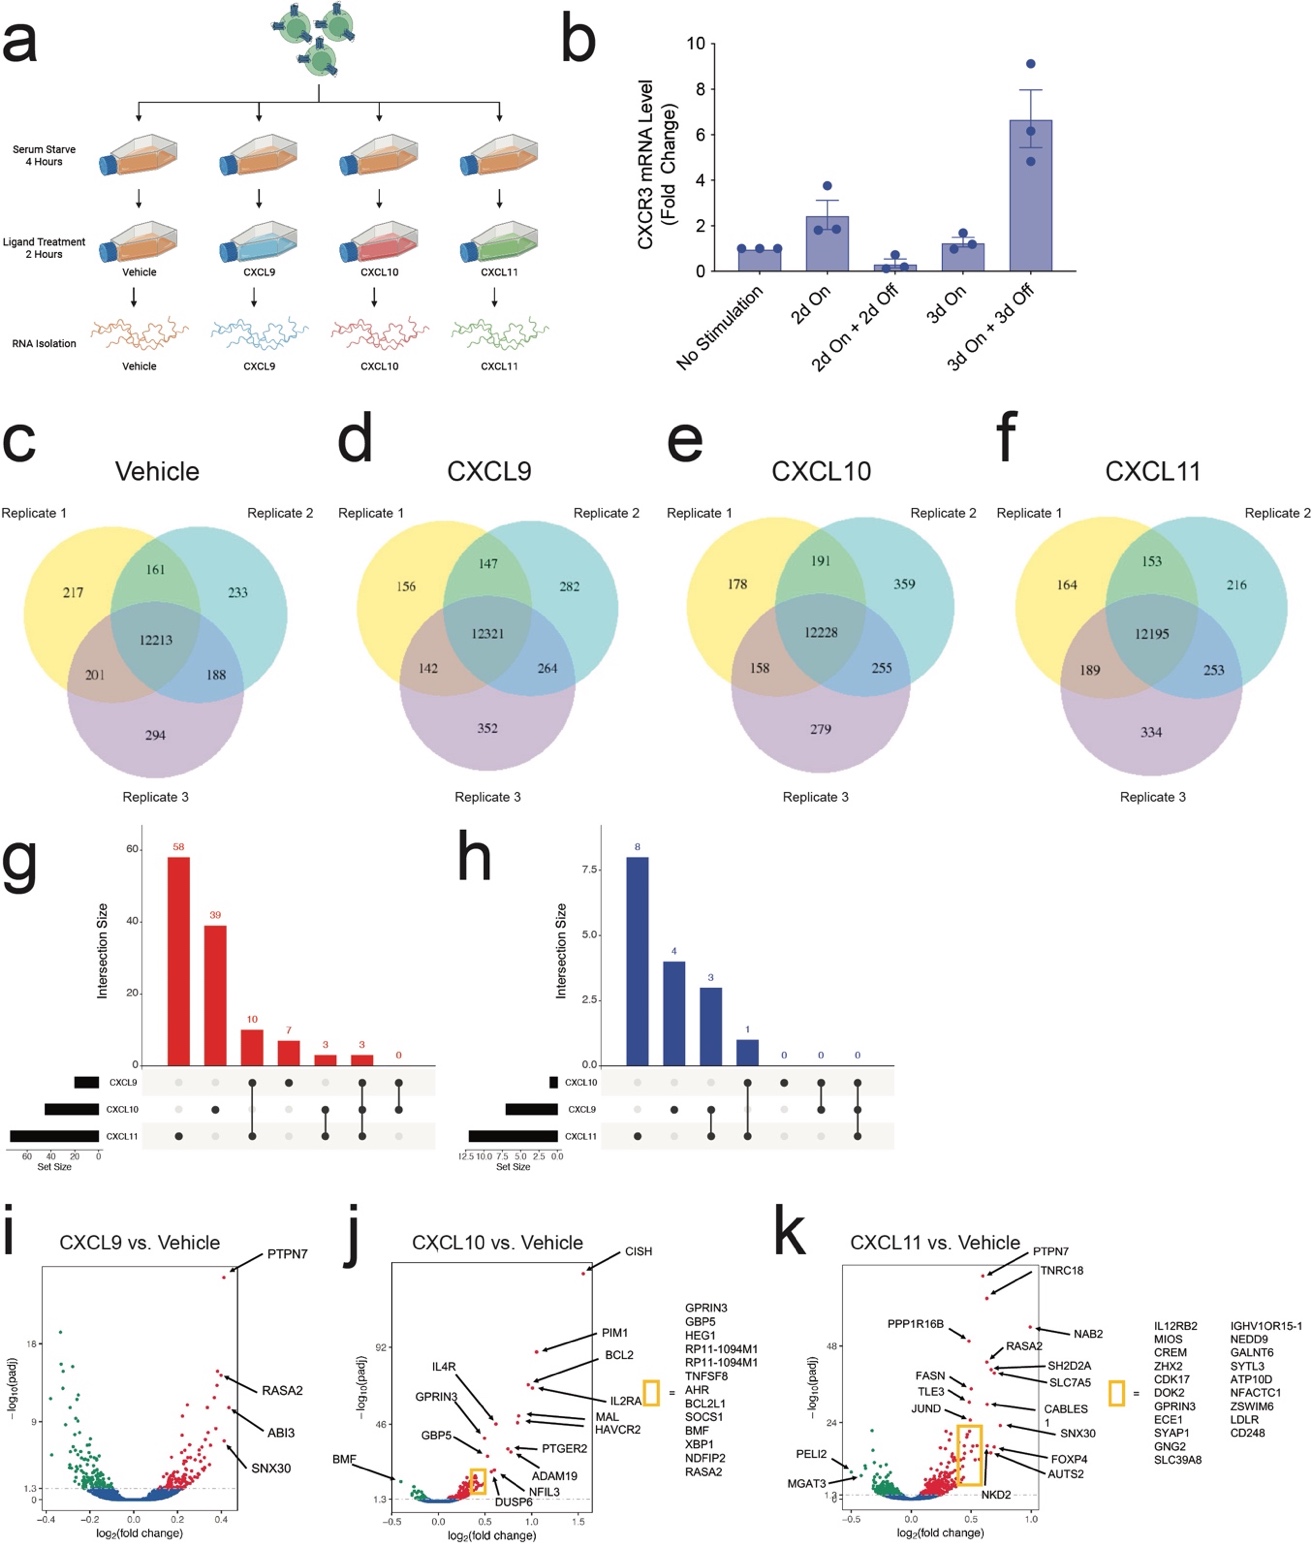
**

**Supplementary Figure 5: Approach and source data for RNA-seq to assess transcription in CD8+ T cells. Related to Figure 6. (a)** Schematic of experimental design of RNA-seq experiments on activated primary CD8+ T cells. T cells were cultured with anti-CD3/CD28 T-cell Dynabeads (Thermo Fisher) for three days and then three days without Dynabeads to induce T cell activation and expansion. T cells were serum starved for four hours and incubated with the listed treatment condition (100nM) for 2 hours. RNA was then isolated and then processed for RNA sequencing. **(b)** Quantitative PCR (qPCR) of peripheral blood mononuclear cells to examine CXCR3 transcript levels following stimulation with anti-CD3/CD28 magnetic beads. Cells were cultured under five conditions: No stimulation, 2 days with magnetic beads (2d On), 2 days with magnetic beads followed by 2 days without magnetic beads (2d On + 2d Off), 3 days with magnetic beads (3d On), or 3 days with magnetic beads followed by 3 days without magnetic beads (3d On + 3d Off). Transcript levels were normalized using 18s rRNA, and then subsequently normalized to the No stimulation condition. Data are the mean ± SEM, n=3 independent experiments carried across different days using the same primary donor cells. **(c-f)** Venn diagram showing common transcripts identified across three replicates within each treatment group demonstrating high degrees of replicability between replicate samples. UpSet Plots demonstrating similarly or differentially **(g)** upregulated or **(h)** downregulated transcripts at a Log2(Fold Change) of >±0.3. The UpSet Plots demonstrate that the majority of differential gene expression observed in our data set is not shared between the chemokines. **(i-k)** Volcano plots comparing differentially expressed transcripts between the listed treatment condition and vehicle control. Labelled transcripts are statistically significant and demonstrate a Log2(Fold Change) of >±0.4. P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR).

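CD8 + T cells treated with vehicle control had 12213 genes above an FPKM of 1 in all 3 libraries, 550 in 2 of them and 744 in 1. With CXCL9 the counts were 12321, 553 and 790, with CXCL10 12228, 604 and 816, and with CXCL11 12195, 595 and 714. Of the genes above that level in any library of a group, 90.4%, 90.2%, 89.6% and 90.3% were above it in all 3, in the same order of groups. At an FPKM of 0.3 instead, 14771, 14937, 14808 and 14795 genes passed in all 3 libraries. These FPKM come from the authors' table, in which they equal the read counts scaled to gene length and to the reads on genes of the library.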

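ABI3, a regulator of actin, rose by over 0.3 log2 units with CXCL9 (log2 fold change 0.56, SE 0.059, adjusted p = 1.84e-09, edgeR) and CXCL11 (0.40, SE 0.059, adjusted p = 1.85e-06, edgeR). Its change with CXCL10 did not pass the test (0.18, SE 0.061, adjusted p = 0.14, edgeR). PDE4D, a phosphodiesterase of cAMP, rose with CXCL9 (0.39, SE 0.045, adjusted p = 2.46e-08), CXCL10 (0.37, SE 0.045, adjusted p = 2.87e-08) and CXCL11 (0.40, SE 0.045, adjusted p = 2.94e-09), all log2 fold changes by edgeR. Over that limit CXCL9 raised 84 genes and lowered 33, CXCL10 raised 124 and lowered 16, and CXCL11 raised 180 and lowered 55. The limit was put on edgeR's fold changes, which are not shrunken, after the test at adjusted p under 0.05. With DESeq2 on the 2 groups compared, 75 genes passed with CXCL9 and 148 with CXCL11 in both directions together, against 117 and 235 here. With DESeq2 on the 2 groups with shrunken fold changes, a setting chosen after the values were seen, 27 passed with CXCL9, 46 with CXCL10 and 89 with CXCL11.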

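ZHX2, a zinc finger and homeobox repressor, rose by over 0.3 log2 units with CXCL11 (log2 fold change 0.60, SE 0.056, adjusted p = 4.24e-12, edgeR). Its change with CXCL9 did not pass the test (0.10, SE 0.058, adjusted p = 0.585, edgeR). It was higher with CXCL11 than with CXCL9 (0.50, SE 0.055, adjusted p = 6.16e-09) or CXCL10 (0.43, SE 0.055, adjusted p = 1.25e-07) in direct comparisons by edgeR. Of 300 genes raised by over 0.3 log2 units with any chemokine, 229 (76.3%) passed the limit with 1 chemokine: 32 with CXCL9, 85 with CXCL10 and 112 with CXCL11. CXCL9 and CXCL11 had 32 in common, CXCL10 and CXCL11 19, CXCL9 and CXCL10 3, and all chemokines 17. Of 87 genes lowered, 74 (85.1%) passed with 1 chemokine, and 4 with all. Membership at a limit does not show that the chemokines differ, and a gene just below it counts as absent.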

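Over 0.4 log2 units, CXCL9 raised 54 genes and lowered 9, CXCL10 raised 78 and lowered 9, and CXCL11 raised 108 and lowered 25, with edgeR at adjusted p under 0.05. The genes labelled in Supplementary Fig. 5i–k, read from the figure, all passed both limits in the direction drawn. They are 4 of 4 with CXCL9, 22 of 22 that could be matched to the table with CXCL10 (23 are labelled) and 37 of 37 with CXCL11. IL4R, a cytokine receptor chain, is an example with CXCL10 (log2 fold change 0.70, SE 0.045, adjusted p = 2.87e-18, edgeR), and TNRC18, a chromatin reader, an example with CXCL11 (0.67, SE 0.048, adjusted p = 3.53e-16, edgeR).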

**
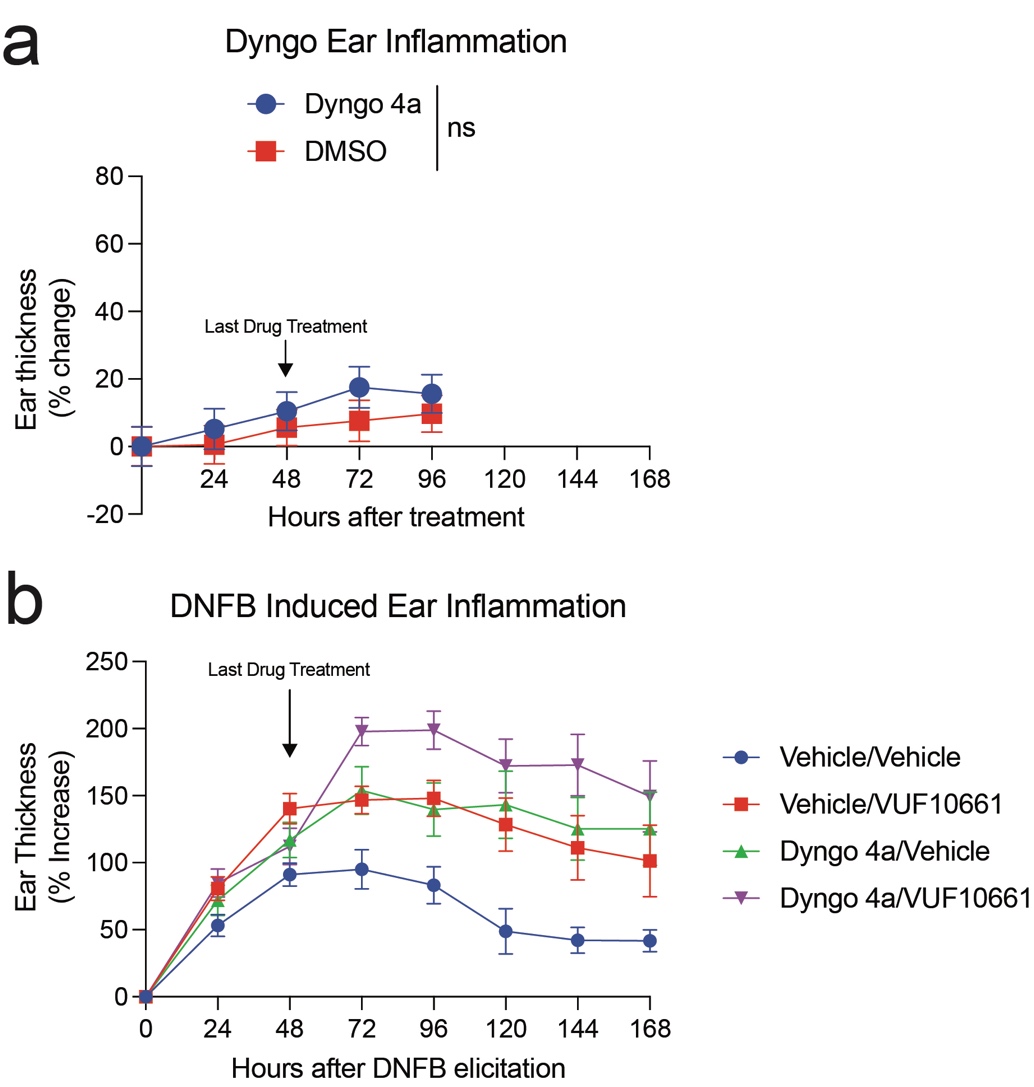
**

**Supplementary Figure 6: Dyngo 4a treatment alone does not illicit an inflammatory response and raw data for each mouse group. Related to Figure 7. (A)** Ear thickness following application of Dyngo 4a (50nM) or DMSO control in the absence of VUF10661 or dinitrofluorobenzene (DNFB) to assess for a nonspecific effect of Dyngo 4a treatment. Mice were treated with listed treatments at 0 hours, 24 hours, and 48 hours**.** Data are means ± SEM of 8 mice per treatment group. ns P ≥.05, * P 0.01-0.05, ** P 0.001-0.01, *** P 0.0001 to 0.001, **** P < 0.0001 using a two-way ANOVA analysis. **(B)** Raw increase in ear thickness following DNFB induced contact hypersensitivity for two experimental groups (Vehicle/VUF10661 and Dyngo 4a/VUF10661) and two control groups (Vehicle/Vehicle and Dyngo 4a/Vehicle). Data are means ± SEM, n=8 for vehicle/vehicle, n=9 for vehicle/VUF10661, n=7 for Dyngo/Vehicle, and n=7 for Dyngo/VUF10661.

**Supplementary Table 1: Key resources and DNA constructs used in this study.**

**References**

1. Alvarez-Curto, E. et al. Targeted Elimination of G Proteins and Arrestins Defines Their Specific Contributions to Both Intensity and Duration of G Protein-coupled Receptor Signaling. *J Biol Chem* **291**, 27147-27159 (2016).

2. Smith, J.S. et al. C-X-C Motif Chemokine Receptor 3 Splice Variants Differentially Activate Beta-Arrestins to Regulate Downstream Signaling Pathways. *Mol Pharmacol* **92**, 136-150 (2017).

3. Inoue, A. et al. Illuminating G-Protein-Coupling Selectivity of GPCRs. *Cell* **177**, 1933-1947 e25 (2019).

4. Masuho, I. et al. Distinct profiles of functional discrimination among G proteins determine the actions of G protein-coupled receptors. *Sci Signal* **8**, ra123 (2015).

5. Schneider, C.A., Rasband, W.S. & Eliceiri, K.W. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods* **9**, 671-5 (2012).

6. Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-50 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

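The measurements are RNA-Seq libraries of primary human CD8 + T cells treated for 2 h with vehicle control or with 100 nM CXCL9, CXCL10 or CXCL11, with 3 libraries per group. The sample labels add a culture of 24 h after thawing to the culture steps given in the paper's methods. In the deposited table the authors give, for each of 48162 genes, read counts and FPKM of each library and the gene's position and type. They also give log2 fold changes, p-values and adjusted p-values of each comparison. The submitters' processing notes name STAR 2.5 and HTSeq 0.6.1, and also TopHat, STAR-Fusion, DESeq2 and edgeR without a version. The genome build is not given in the sources used here.

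The read counts of the authors are whole numbers and were used for every test. The FPKM of the authors equal these counts scaled to gene length and to the reads on genes of the library, with a largest relative difference of 5e-12, and were used for detection and for correlations between libraries. The log2 fold changes and adjusted p-values of the authors' deposited table were used only to compare calls. Another 18 columns with means per comparison were not used. Reads on genes per library had a median of 16608886 with vehicle control, 16702408 with CXCL9, 15291881 with CXCL10 and 17206573 with CXCL11. XIST and the genes of the Y chromosome were left out of every test because the cells come from human donors.

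The computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. TMM factors lay between 0.9888 and 1.014, and 15660 genes passed filterByExpr at its default settings. The quasi-likelihood model of the 4 group means had 8 residual degrees of freedom, a common biological coefficient of variation of 0.042 and prior degrees of freedom of 45.6. All 4 groups were tested together, each chemokine was compared with vehicle control, and the chemokines were compared with each other, 6 comparisons in pairs. Adjusted p is Benjamini–Hochberg over the tested genes of 1 comparison, with 0.05 as the threshold. Fold changes are not shrunken. Standard errors of log2 fold changes come from the same model.

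Named genes followed a rule fixed in advance. It took, in each comparison with vehicle control, the 15 raised and 10 lowered DEGs of largest fold change with a mean of at least 1 log2 CPM, and 10 per direction between chemokines. It took only genes whose libraries in the compared groups did not overlap. It added up to 4 members of each list, the genes labelled in Supplementary Fig. 5i–k, and the receptors. Genes with opposite calls for 2 chemokines were listed by a second rule. Lists were tested with camera at a preset correlation of 0.01, with the correlation estimated, and with fry, over the 40 lists that held at least 5 tested genes. The lists hold 1187 tested genes. The 3 lists of monocyte, erythroid and platelet markers had 3, 2 and 4 tested genes and were not tested.

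The procedure was tested on simulated data, in which 200 of 15660 genes were changed in counts drawn with the depth and dispersion of these libraries. At a change of 0.3 log2 units it recovered 41.5% of changed genes in the CXCL9 comparison, 44.2% for CXCL10 and 44.8% for CXCL11. At 0.5 it recovered 65.1%, 63.9% and 65.7%, and at 1 it recovered 82.1%, 81.8% and 81.8%. None was called in the wrong direction, and 4.41%, 5.39% and 5.19% of calls were false. In 5 simulations, a list of 40 genes raised by 0.2 log2 units was called each time and no other list was. Genes were drawn independently there and the lists were random. These simulations therefore cannot show how often lists of genes that vary together are called falsely.

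Alternatives to the edgeR test were DESeq2, DESeq2 on the 2 groups compared, edgeR on the 2 groups compared, RLE size factors, no filter, a strict filter at 50 counts, a block for the replicate number, and leaving out each library in turn. Alternatives added later were DESeq2 on the 2 groups with shrunken fold changes and lists without genes labelled in the figure. Detection was also counted at an FPKM over 0.3, and correlations over genes past the threshold. Groupings were tested by refitting after every split of the 6 libraries of a comparison into groups of 3 (10 splits). For the 12 libraries, 100 splits were used, made up of the real grouping and random ones. Lists were compared with 10000 random lists matched on gene length and expression. The effect of the shared vehicle control was measured in 20 simulations without any change.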

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

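Of the tests below, the splits of the libraries and the comparison with lists matched on gene length and expression were planned before the results were seen, and the other 5 were chosen only after.

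CISH, PIM1, BCL2 and IL2RA head a rise of IL-2/STAT5 target genes with CXCL10 that neither other chemokine gave to this extent. A rise in 1 or 2 of the libraries fits poorly, since the lowest CXCL10 library's list mean lay 0.434 log2 units above the highest vehicle library's. CD4 or regulatory T cells in the CXCL10 wells stay open, although negative selection of CD8 + T cells goes against them, because their 3 abundant markers had a median of 0.0584 log2 units (SD 0.0813) over vehicle control beside the list's 0.36, but 0.234 (SD 0.13) over CXCL9 beside the list's 0.237. Another cytokine in the CXCL10 wells might raise 55.1% of the list's members just as seen, and these libraries cannot separate it from CXCL10 because preparation and group coincide. RNA quality was not tested and stays open, since the mitochondrially encoded mRNAs, a list written to follow it, had a median of −0.143 with CXCL10, and so does an effect of CXCL10 on STAT5 activity.

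IL7R, TCF7, CCR7 and KLF2 are among the naive and memory genes that fell with CXCL9. With CXCL10 the list was called lower only without its 2 labelled members (median −0.0784). Those members were labelled for changing in these libraries, so that call says little about a fall with CXCL10. A fall in 1 or 2 of the libraries fits poorly: the highest CXCL9 library's list mean lay at −0.0917 log2 units from the lowest vehicle library's, where the CXCL9 libraries had an SD of 0.0263. Gene length or expression level fits poorly too, as at most 0.01% of 10000 matched lists had a median as low as −0.13 (matched median −0.0107). A different share of naive or memory cells in the CXCL9 wells was not tested and stays open. So does RNA quality, since the ribosomal protein list, written to follow it, had means of −0.0732 to −0.0635 in the CXCL9 libraries and −0.0108 to 0.0148 with vehicle control.

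CXCL9 and CXCL11 raised 117 genes in common and lowered 57. With simulated noise subtracted, the effects of CXCL9 and CXCL11 correlated at 0.865 over all tested genes and at 0.723 over the 6055 genes with at least 5 log2 CPM, with a slope of CXCL9 on CXCL11 of 0.658 and 0.477. CXCL9 may change the genes that CXCL11 changes by a smaller factor, which a correlation of 0.865 cannot tell from a partly separate response. The shared vehicle control adds likeness as well, and in simulations without any effect it gave r = 0.506 beside the 0.623 observed. The simulated covariance was 0.0234 (SD 0.00085) beside 0.0443 observed. As simulated, the shared control thus accounts for only a part of the likeness, a part already subtracted in the 0.865.

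With 10 splits per comparison there are too few for a share under 0.05. The real grouping gave 308 genes and the highest other split 0 for CXCL9 against vehicle control, 273 and 0 for CXCL10, 665 and 0 for CXCL11, 251 and 26 for CXCL10 against CXCL9, 211 and 7 for CXCL11 against CXCL9, and 404 and 0 for CXCL11 against CXCL10. In each comparison 1 split, the real grouping itself, reached the real value. Over all 4 groups, 100 splits with the real grouping among them were compared. The real grouping gave 855 genes and the highest of the others 357.

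MCL1, an antiapoptotic BCL2 relative, was 0.485 log2 units higher with CXCL10 than with CXCL9 (edgeR adjusted p = 6.39e-14), −0.15 and 0.34 against vehicle control. PIK3CD, a PI3-kinase subunit, differed by 0.317 between CXCL10 and CXCL9 (edgeR adjusted p = 1.25e-08) and by −0.316 between CXCL11 and CXCL10 (edgeR adjusted p = 1.03e-08). TAB2, an adaptor of NF-κB signaling, was 0.568 higher with CXCL10 than with CXCL9 (edgeR adjusted p = 6.39e-14). CD55, a regulator of complement, was 0.630 higher with CXCL10 than with CXCL9 (edgeR adjusted p = 1.24e-13). DPP4, the peptidase that truncates CXCR3 ligands, was 0.352 higher with CXCL10 than with CXCL9 (edgeR adjusted p = 3.49e-07) and differed by −0.382 between CXCL11 and CXCL10 (edgeR adjusted p = 3.22e-08). NCK2, an actin adaptor, was 0.419 higher with CXCL11 than with CXCL9 (edgeR adjusted p = 2.45e-08). PTPN4, a phosphatase, differed by −0.514 between CXCL11 and CXCL10 (edgeR adjusted p = 1.85e-10). All moved in opposite directions against vehicle control past the threshold, but at least 1 of those calls was lost for each when a library was left out.

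ERK response genes had a mean log2 fold change of 0.258 with CXCL10. Activation and inhibitory receptors had a mean of 0.191 with CXCL10 against vehicle control and of 0.101 against CXCL9. Without the 3 labelled members, this list was not called against CXCL9 (camera adjusted p = 0.304). Against vehicle control it was then called at the preset correlation only (camera adjusted p = 0.0152, but adjusted p = 0.283 with an estimated correlation). Naive and memory genes had a mean difference of 0.172 between CXCL10 and CXCL9 and of 0.147 between CXCL11 and CXCL9.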

How the results depend on the processing

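The shrunken fold changes and the lists without labelled genes were chosen only after results had been seen, the other alternatives before.

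CISH, PIM1, NAB2 and RASA2 kept their calls under every alternative. Counts of DEGs moved by under 1.5 times under other tools, filters and scalings: 240 to 354 with CXCL9, 192 to 319 with CXCL10 and 576 to 821 with CXCL11. The share of CXCL9's DEGs that rose turned below 50% with DESeq2 on the 2 groups compared (47.92%) and with shrunken fold changes (47.35%). For CXCL11 this share was 66.1% with DESeq2, 65.29% with edgeR on the 2 groups compared and 66.16% with the strict filter, and for CXCL9 the shared percentage was 68.71% with edgeR on the 2 groups compared. Over 0.3 log2 units, DESeq2 on the 2 groups compared left 75 genes with CXCL9 and 148 with CXCL11. With shrunken fold changes, 27, 46 and 89 were left with CXCL9, CXCL10 and CXCL11. Those 2 settings differ only in the shrinking, and why the first left fewer genes than edgeR was not tested. CXCL10's shared percentage passed 50% with DESeq2 (50.89%), edgeR on the 2 groups compared (51.12%), the strict filter (52.33%) and the replicate block (51.41%).

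With camera with estimated correlation 0, 5 and 0 lists were called against vehicle control with CXCL9, CXCL10 and CXCL11, and 6, 2 and 1 for CXCL10 against CXCL9, CXCL11 against CXCL9 and CXCL11 against CXCL10. With fry the numbers were 3 with CXCL9, 9 with CXCL10, 22 with CXCL11, 13 for CXCL10 against CXCL9, 6 for CXCL11 against CXCL9 and 14 for CXCL11 against CXCL10. Over genes past the threshold, correlations between chemokines were 0.415 for CXCL9 and CXCL10, 0.948 for CXCL9 and CXCL11, and 0.232 for CXCL10 and CXCL11.

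Leaving out 1 of the 6 libraries of a comparison gave 185 to 319 DEGs with CXCL9, 159 to 213 with CXCL10, 410 to 491 with CXCL11, 144 to 265 for CXCL10 against CXCL9, 115 to 195 for CXCL11 against CXCL9 and 259 to 382 for CXCL11 against CXCL10. The share of CXCL10's DEGs that rose was 71.94% to 84.28%, and over all 12 libraries shared percentages were 55.94% to 65.98% for CXCL9, 41.51% to 55.1% for CXCL10 and 25.68% to 40.52% for CXCL11. Lists called for CXCL11 against CXCL9 numbered 14 to 27. Correlations were 0.543 to 0.562, 0.696 to 0.709 and 0.496 to 0.507 without 1 vehicle control library. Residuals correlated at 0.03 on average over 18 same-numbered pairs of libraries (−0.0606 to 0.142). Over 36 pairs with different numbers the mean was −0.015 (−0.142 to 0.0811). With the replicate block, 354, 319 and 785 genes were called with CXCL9, CXCL10 and CXCL11, beside 308, 273 and 665 without it. Any pairing by replicate number was thus weak, but it is not excluded.

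For the 115 changes of named genes, 795 of 799 values under other tools, filters and scalings kept call and direction and 4 lost the call. Without 1 library, 656 of 690 kept it and 33 lost it, in 10 of the changes, 1 gained one, and none turned direction. Many of these genes were named for large called changes in these same libraries, so most calls were likely to be kept.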

Differences from the paper's values

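The setting with shrunken fold changes was chosen only after the values were seen; the other settings were fixed before the data were examined.

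Supplementary Fig. 5g, read by eye, shows about 20 genes raised by over 0.3 log2 units with CXCL9, about 45 with CXCL10 and about 74 with CXCL11, and 84, 124 and 180 were found here. Supplementary Fig. 5h, read by eye, shows about 7, about 1 and about 12 lowered genes, and 33, 16 and 55 were found. Over the 13 alternatives chosen in advance the raised genes ranged from 47 to 99, 86 to 129 and 111 to 204, and the lowered from 26 to 37, 8 to 18 and 37 to 62. Of these, DESeq2 on the 2 groups compared gave 111 genes raised by CXCL11, which is 1.5 times the figure's count and just within the limit of 1.5 used for a match, and none came within it for the other 5 counts. With DESeq2 on the 2 groups with shrunken fold changes, chosen after seeing the values, the counts are 20, 45 and 77 raised and 7, 1 and 12 lowered, and 0 of the genes past these limits in the authors' deposited table are dropped. The authors' deposited table itself holds 20, 45 and 74 raised and 7, 1 and 12 lowered genes.

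CXCL11 is described in the paper as enriched in apoptosis pathways. The apoptosis list used here, which is not the paper's gene set, was not called with CXCL11 against vehicle control (camera adjusted p = 0.587), against CXCL9 (camera adjusted p = 0.0679) or against CXCL10 (camera adjusted p = 0.0625, direction down). The thresholds are unlike, since the paper's figure marks pathways at an FDR under 0.25 and 0.05 was used here. At 0.25 the list would pass as higher with CXCL11 than with CXCL9, the paper's direction, and as lower than with CXCL10.

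The paper's majority of raised DEGs was found for CXCL10 and CXCL11 under every setting, and for CXCL9 it was 56.5% here but 47.5% in the authors' deposited table. Those shares are without a limit on the fold change. The paper's statement cites Supplementary Fig. 5g–k, where Fig. 5g,h use a limit of 0.3 log2 units. Over 0.3 the authors' deposited table holds 20 raised and 7 lowered genes with CXCL9, a majority raised. That table calls 244 genes with CXCL9, 196 with CXCL10 and 576 with CXCL11, of which 227, 187 and 498 were called here, all in the same direction.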

Other observations

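The lists and rules for named genes were planned in advance; the choice of which results to describe below was made after they were seen.

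FASN, the fatty acid synthase, rose with CXCL9 (log2 fold change 0.29, SE 0.045, adjusted p = 1.28e-05, edgeR) and CXCL11 (0.54, SE 0.044, adjusted p = 1.11e-13, edgeR). DHCR7, the last enzyme of cholesterol synthesis, rose with CXCL11 (log2 fold change 0.42, SE 0.078, adjusted p = 0.000178, edgeR). Cholesterol synthesis genes as a list rose with CXCL9 (3 of 25 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 6.3e-05, but adjusted p = 0.0905 with an estimated correlation). They rose with CXCL11 (4 of 25 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 0.00032, but adjusted p = 0.0764 with an estimated correlation). CXCL10 gave lower levels of the list than CXCL9 (camera adjusted p = 0.00102, but adjusted p = 0.0763 with an estimated correlation), and CXCL11 higher levels than CXCL10 (camera adjusted p = 0.00158, but adjusted p = 0.11 with an estimated correlation).

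Fatty acid synthesis genes rose with CXCL9 (camera adjusted p = 0.00066, but adjusted p = 0.17 with an estimated correlation). With CXCL11 their call (camera adjusted p = 0.00557, but adjusted p = 0.129 with an estimated correlation) was lost without the labelled member (camera adjusted p = 0.227). With CXCL10 they were not called (camera adjusted p = 0.101), although their mean log2 fold change was 0.0874 there and 0.0647 with CXCL11. The mTORC1 list rose with CXCL9 (9 of 79 higher and 0 lower, 13 and 3 adjusted over the list alone, camera adjusted p = 7.68e-05, but adjusted p = 0.564 with an estimated correlation). With CXCL10 its call (camera adjusted p = 0.00504, but adjusted p = 0.475 with an estimated correlation) was lost without either of 2 single libraries. It was also lost without the 4 labelled members (camera adjusted p = 0.175). With CXCL11 it rose the most (18 of 79 higher and 2 lower, 25 and 2 adjusted over the list alone, camera adjusted p = 1.63e-11, but adjusted p = 0.0764 with an estimated correlation).

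RGS1, which speeds GTP hydrolysis by Gαi, rose with CXCL11 by 0.43 log2 units (SE 0.068, edgeR adjusted p = 8.7e-06). GRK6, a receptor kinase, rose by 0.26 (SE 0.043, edgeR adjusted p = 3.4e-05), and PDE4A, a phosphodiesterase of cAMP, by 0.47 (SE 0.065, edgeR adjusted p = 4.99e-07). CREM, a cAMP-responsive transcription factor, rose by 0.69 (SE 0.073, edgeR adjusted p = 3.01e-10). The list of G protein regulators was higher with CXCL11 (5 of 37 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 0.00421, but adjusted p = 0.0787 with an estimated correlation). So was the cAMP list (4 of 22 higher and 0 lower, 4 and 0 adjusted over the list alone, camera adjusted p = 0.00247, but adjusted p = 0.0732 with an estimated correlation), whose median of −0.01 is opposite to its mean of 0.09.

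TPM4, a tropomyosin on the list of SRF targets, rose with CXCL11 (log2 fold change 0.35, SE 0.04, adjusted p = 3.19e-09, edgeR). That list rose with CXCL9 (camera adjusted p = 0.00443, but adjusted p = 0.564 with an estimated correlation) and with CXCL11 (8 of 27 higher and 0 lower, 13 and 0 adjusted over the list alone, camera adjusted p = 7.38e-08, but adjusted p = 0.129 with an estimated correlation). T cell receptor signaling genes were called higher with CXCL9 (camera adjusted p = 0.0116, but adjusted p = 0.564 with an estimated correlation), CXCL10 (camera adjusted p = 0.000398, but adjusted p = 0.3 with an estimated correlation) and CXCL11 (camera adjusted p = 0.000166, but adjusted p = 0.156 with an estimated correlation). With CXCL9, the call of the SRF list was lost without CXCL9 replicate 2 (camera adjusted p = 0.0639), and that of the T cell receptor list without CXCL9 replicate 1 (camera adjusted p = 0.284). Without genes labelled in the figure, the T cell receptor list was not called with CXCL9 (camera adjusted p = 0.504, direction down), CXCL10 (camera adjusted p = 0.357) or CXCL11 (camera adjusted p = 0.245, direction down). Activation and inhibitory receptors rose with CXCL10 (6 of 30 higher and 0 lower, 9 and 0 adjusted over the list alone, camera adjusted p = 1.68e-12, and adjusted p = 0.00371 with an estimated correlation). They also rose with CXCL11 (6 of 30 higher and 1 lower, 10 and 1 adjusted over the list alone, camera adjusted p = 0.000915, but adjusted p = 0.0764 with an estimated correlation). Cytotoxic effector genes were higher with CXCL10 than with CXCL9 (4 of 31 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 1.24e-06, but adjusted p = 0.201 with an estimated correlation). GZMA, a granzyme, rose with CXCL10 against vehicle control (log2 fold change 0.27, SE 0.057, adjusted p = 0.00176, edgeR). Genes of the unfolded protein response rose with CXCL11 (2 of 39 higher and 0 lower, 11 and 2 adjusted over the list alone, camera adjusted p = 0.00142, but adjusted p = 0.103 with an estimated correlation).

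RPS29, a protein of the small ribosomal subunit, fell with CXCL9 (log2 fold change −0.20, SE 0.04, adjusted p = 0.000881, edgeR). So did the ribosomal protein list (0 of 75 higher and 2 lower, 0 and 2 adjusted over the list alone, median −0.07, camera adjusted p = 1.9e-14, but adjusted p = 0.564 with an estimated correlation). Ribosomal protein genes have pseudogenes with which they can share reads. In 10000 lists matched on length and expression the median was −0.0222, and at most 0.01% were as low as this list. MT-CO3, a subunit of cytochrome c oxidase, fell with CXCL10 (log2 fold change −0.18, SE 0.042, adjusted p = 0.0076, edgeR), a call lost with DESeq2 (adjusted p = 0.198). The list of mitochondrially encoded mRNAs was called lower with CXCL10 (0 of 13 higher and 6 lower, 0 and 10 adjusted over the list alone, median −0.14, camera adjusted p = 5.95e-11, but adjusted p = 0.209 with an estimated correlation) and with CXCL11 (0 of 13 higher and 0 lower, 0 and 1 adjusted over the list alone, median −0.08, camera adjusted p = 0.00328, but adjusted p = 0.443 with an estimated correlation). Its mean over members was −0.237, −0.175 and −0.0486 in the CXCL10 libraries and −0.0524 to 0.0695 in those of vehicle control, so that 1 CXCL10 library lay within the range of vehicle control. These lists were written to follow RNA quality, and whether the shifts are of biological or technical origin was not tested.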
